# Continuous expression of reprogramming factors induces and maintains mouse pluripotency without specific growth factors and signaling inhibitors

**DOI:** 10.1111/cpr.13090

**Published:** 2021-07-01

**Authors:** Yihuan Mao, Libin Wang, Bei Zhong, Ning Yang, Zhikun Li, Tongtong Cui, Guihai Feng, Wei Li, Ying Zhang, Qi Zhou

**Keywords:** culture medium, gene‐modified animals, germline transmission, pluripotency, reprogramming factors, self‐renewal

## Abstract

**Objectives:**

Derivation and maintenance of pluripotent stem cells (PSCs) generally require optimized and complex culture media, which hinders the derivation of PSCs from various species. Expression of Oct4, Sox2, Klf4, and c‐Myc (OSKM) can reprogram somatic cells into induced PSCs (iPSCs), even for species possessing no optimal culture condition. Herein, we explored whether expression of OSKM could induce and maintain pluripotency without PSC‐specific growth factors and signaling inhibitors.

**Methods:**

The culture medium of Tet‐On‐OSKM/Oct4‐GFP mouse embryonic stem cells (ESCs) was switched from N2B27 with MEK inhibitor, GSK3β inhibitor, and leukemia inhibitory factor (LIF) (2iL) to N2B27 with doxycycline. Tet‐On‐OSKM mouse embryonic fibroblast (MEF) cells were reprogrammed in N2B27 with doxycycline. Cell proliferation was traced. Pluripotency was assessed by expression of ESC marker genes, teratoma, and chimera formation. RNA‐Seq was conducted to analyze gene expression.

**Results:**

Via continuous expression of OSKM, mouse ESCs (OSKM‐ESCs) and the resulting iPSCs (OSKM‐iPSCs) reprogrammed from MEF cells propagated stably, expressed pluripotency marker genes, and formed three germ layers in teratomas. Transcriptional landscapes of OSKM‐iPSCs resembled those of ESCs cultured in 2iL and were more similar to those of ESCs cultured in serum/LIF. Furthermore, OSKM‐iPSCs contributed to germline transmission.

**Conclusions:**

Expression of OSKM could induce and maintain mouse pluripotency without specific culturing factors. Importantly, OSKM‐iPSCs could produce gene‐modified animals through germline transmission, with potential applications in other species.

## 1 INTRODUCTION

Pluripotent stem cells (PSCs), including embryonic stem cells (ESCs)^1^, ^2^ and induced pluripotent stem cells (iPSCs),^3^, ^4^, ^5^ have revolutionized research on embryonic development, genome function, and disease modeling. Furthermore, PSCs hold unprecedented potential in regenerative medicine. External signaling pathways^6^ integrate with the internal core transcriptional network to stabilize PSC state.^7^, ^8^ Serum with the added leukemia inhibitory factor (LIF) served as the traditional culture medium for derivation of ESCs from certain mouse strains. Serum supplies the bone morphogenetic protein (BMP), which induces inhibitor‐of‐differentiation proteins to repress differentiation.^9^ BMP can replace serum to maintain mouse ESCs in combination with LIF.^10^ LIF activates STAT3 to inhibit ESC differentiation and promote viability.^11^, ^12^, ^13^ However, these culture conditions have only succeeded in deriving ESCs from certain mouse strains and have failed in other mouse strains and other species. Subsequently, it was supposed that ESCs were in an intrinsic and self‐sufficient cell state once being well protected from differentiation stimuli, including autocrine FGF4 (an activator of the ERK pathway).^14^ Based on this assumption, the MEK/ERK inhibitor PD0325901, GSK3β inhibitor ChIR99021 (2i) condition was established to robustly maintain undifferentiated and homogenous mouse ESCs and derive ground state ESCs from mouse embryos.^14^ The MEK/ERK inhibitor blocked the differentiation of ESCs. GSK3 inhibition resulted in the activation of β‐catenin in canonical WNT pathways, which abrogated the repressive effects of TCF3 on core pluripotency genes including *Esrrb*.^15^, ^16^ Importantly, 2i along with LIF (2iL) overcame the mouse recalcitrant strain barrier and derived ESCs from all mouse strains^17^, ^18^ and even the rat.^19^, ^20^

The core pluripotency regulatory network guaranteed the self‐renewal and pluripotency state. Transcription factors (TFs) OCT4, SOX2, and NANOG cross‐regulate each other and occupy the core of the TF hierarchy that sustains self‐renewal and restricts differentiation of PSCs.^21^ *Oct4* and *Sox2* were reported to be indispensable for mouse ESCs. While *Nanog* ^22^ and *Klf4* ^23^ were individually dispensable, whereas their overexpression could support self‐renewal, respectively. A previous report also claimed that *Myc* could support self‐renewal and pluripotency.^24^ These factors jointly exerted a critical role in reconstructing the genetic regulatory network of ESCs, as was confirmed by the outbreaking finding that Yamanaka factors Oct4, Sox2, Klf4, and c‐Myc (OSKM) were sufficient to reprogram somatic cells into iPSCs under ESC culture conditions, which resets cellular plasticity to a state akin to that of ESCs.^3^

Based on studies in rodents, it has been generally thought that the achievement of pluripotency depends on fine adjustments in the growth factors and signaling inhibitors in the culture media.^6^, ^25^ Nonetheless, the appropriate culture conditions ensuring rodent pluripotency could not be applied to efficiently derive PSCs from other species such as domestic mammals, and the derivation of ESCs from domestic species has undergone a long and unproductive past.^26^

However, more evidences revealed that the evolutionarily conserved TF cocktail OSKM could reprogram somatic cells of non‐rodent species such as the pig,^27^, ^28^ marmoset,^29^ rabbit,^30^ and horse^31^ into putative iPSCs or iPSC‐like cells, under the inappropriate culture conditions “borrowed from” other species such as the human and mouse. These reports demonstrated the importance of reprogramming factors in driving self‐renewal and pluripotency state. Thus, we proposed that reprogramming factors may be able to induce and support PSCs even without the support of specific growth factors and signaling inhibitors. Herein, we explore this possibility by using the classical reprogramming factors OSKM in the mouse. We successfully induced and maintained mouse iPSCs from somatic cells via the continuous expression of OSKM without PSC‐specific growth factors and signaling inhibitors. The resulting iPSCs could contribute to germline transmission, permitting the generation of gene‐edited mice.

## 2 MATERIALS AND METHODS

### 2.1 Animals

The Tet‐On‐OSKM mice were described in previous studies.^32^, ^33^ They carry a doxycycline (DOX)‐inducible reverse tetracycline trans‐activator (M2rtTA) in the *Rosa26* locus, and a single polycistronic OSKM transgene in the *Col1a1* locus. Oct4‐GFP mice carried a GFP under control of the endogenous *Oct4* distal promoter. Tet‐On‐OSKM mice and Oct4‐GFP mice were both obtained from the Jackson Laboratory. The SCID mice used for teratoma formation were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. All experiments involving animals were approved by the Institutional Animal Use Committee of the Institute of Zoology, Chinese Academy of Sciences in Beijing.

### 2.2 Embryonic stem cell derivation and culture

The Tet‐On‐OSKM/Oct4‐GFP mouse ESC line was derived from the blastocysts obtained from crossbreeding of the above DOX‐OSKM mice and Oct4‐GFP mice according to standard procedures. The cells were derived and further cultured in 2iL medium on the mitomycin‐c treated mouse embryonic fibroblast (MEF) cells (feeder cells). The detail components of slightly modified N2B27 medium^14^ were listed in Table S1. The 2iL medium^14^ contained N2B27 medium with the addition of PD0325901 (Stemgent, 04‐0006), CHIR99021 (Stemgent, 04‐0004), and LIF (Millipore, ESG1007). ESCs cultured in 2iL medium were switched into three different types of medium: N2B27 with 2i and LIF as the 2iL group, N2B27 with 2 μg/mL DOX (Sigma‐Aldrich) as the OSKM group, and N2B27 as the N2B27 group.

### 2.3 Induced pluripotent stem cell induction and culture

To generate induced pluripotent stem cells (iPSCs), Tet‐On‐OSKM MEFs were seeded onto the feeder cells at a density of 20000 cells per well in 6‐well‐plates. There were two types of induction media. The induction medium of the control group comprised 2iL with DOX. Once iPS‐like clones were picked up to culture in new dishes, DOX was withdrawn. The induction medium of OSKM group consisted of N2B27 with DOX, and the DOX was continued to be supplied throughout daily culture.

### 2.4 Generation of GFP transgenic OSKM‐iPSCs

The PiggyBac (PB) transposon system was used. A PB transposase enzyme (PBase) vector and a PB‐GFP vector were constructed. The PBase vector contained the EF1a promoter and the coding sequence of the PBase. The CAG promoter, 3 × HA, GFP, and polyA sequences were cloned into the PiggyBac backbone to form the PB‐GFP vector (Figure S4A). These two vectors were transfected into OSKM‐iPSCs by using the Neon transfection system (Invitrogen, MPK5000). After 3 days, GFP‐positive cells were sorted via fluorescence‐activated cell sorting (FACS) and were seeded into 6‐well plates. Approximately 6‐8 days later, clones with all cells inside expressing GFP were collected.

### 2.5 Growth curves

To generate growth curves for ESCs and iPSCs, the Cell Counting Kit‐8 (CCK‐8, Sigma‐Aldrich, 96992) was used. After seeding 2500 cells/well in a 48‐well dish, a 1/10 volume of CCK‐8 solution was added to the medium for a two‐hour‐incubation at days 1, 2, 3, 4, and 5. The absorbance of each well at 450 nm was measured using a microplate reader. All the experiments were performed in quadruplicate.

### 2.6 Karyotype analysis

Cells were incubated with 0.05 μg/mL Colcemid for 2‐3 hours. After trypsinization, cells were suspended in 0.075 M KCl at 37°C for 30 minutes. Then, the cells were fixed in solution consisting of methanol and acetic acid (3:1 in volume) for 30 minutes on ice and were dropped onto precooled slides. The cells were stained with Giemsa stain (Sigma‐Aldrich, GS500ML) under standard procedures.

### 2.7 Immunofluorescence staining and alkaline phosphatase staining

Cells were fixed with 4% paraformaldehyde (PFA) for 10 minutes and were subsequently permeabilized and blocked with 0.5% Triton X‐100 (Sigma‐Aldrich) plus 2% BSA (Sigma‐Aldrich, A7906‐100G) for 1 hour. Then, cells were incubated in primary antibody solution overnight at 4℃ and secondary antibodies (donkey anti‐rabbit, Invitrogen, A21206) at room temperature for 1 hour. The primary antibodies were as follows: anti‐OCT4 (Abcam, ab19857), anti‐NANOG (Abcam, ab80892), anti‐SOX2 (Abcam, ab97959), anti‐SSEA1 (Abcam, ab16285), and anti‐TUJ1 (Biolegend, 802001). DNA was stained with Hoechst 33342 (Thermo Fisher Scientific) for 10 minutes. Images were captured using a two‐photon confocal laser scanning microscope (Leica, TCS Sp8). The BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime, C3206) was applied to perform alkaline phosphatase staining according to the manufacturer's instructions.

### 2.8 PCR genotyping

KOD One™ PCR Master Mix ‐Blue (TOYOBO, KMM‐201) was used for PCR. The sequences of the primer pair were listed in Table S2. The PCR protocol was: 95℃/1 minutes (1 cycle), 94℃/30 seconds, 70℃/45 seconds (2 cycles), 94℃/30 seconds, 68℃/45 seconds (5 cycles), 94℃/20 seconds, 66℃/1 minutes (29 cycles), and 4℃ hold.

### 2.9 Real‐time quantitative PCR

Total RNA was extracted using the TRIzol reagent (Thermo Fisher Scientific, 15596018). RNA was reverse transcribed using a ReverTra Ace® qPCR RT Master Mix with gDNA Remover Kit (TOYOBO, FSQ‐301). QuantStudio 6 Pro Real‐Time PCR System (Thermo Fisher Scientific) was used to perform the real‐time quantitative PCR analysis with THUNDERBIRD SYBR^®^ qPCR Mix (TOYOBO, QPS‐201) plus 50 × ROX reference dye (TOYOBO, QPS‐201). All these kits were used in accordance with the manufacturer's guidelines. Equal loading was achieved by amplifying GAPDH mRNA. The primers used were listed in Table S3. All reactions were conducted in triplicate.

### 2.10 RNA‐Seq library preparation and data analysis

Total RNA was extracted from cells with the TRIzol reagent (Thermo Fisher Scientific, 15596018). The Illumina platform was applied for RNA‐Seq. Reads were aligned to the mouse reference genome assembly (GRCm38/mm10) using STAR (version 2.7.1a)^34^ with default parameters, and a customized script was used to filter the uniquely mapped reads. The normalized gene expression level (Fragments Per Kilobase Million or FPKM) was obtained using Stringtie (version 2.0),^35^ and the analysis of differentially expressed genes (DEGs) was performed using Cuffdiff (version 2.2.1) with default parameters where two‐fold changes of gene FPKM and *P*‐value < .05 from the Cuffdiff application (http://cole‐trapnell‐lab.github.io/cufflinks/) were regarded as the cutoff values. All‐gene FPKMs were transformed by log2 and used to create scatterplots by R. Gene‐enrichment and functional annotation analysis was performed using the David tool.^36^ Heatmaps were generated using log‐transformed gene FPKM with the R “pheatmap” function (https://cran.r‐project.org/web/packages/pheatmap/index.html). After the log transformation, gene FPKM values (larger than 1 in at least one sample) were used in principal component analysis (PCA) with the R “prcomp” function and in the hierarchical clustering analysis with the R “hclust” function. Published RNA‐Seq data were downloaded from NCBI GEO GSE97954,^37^ and the R “sva” function was used to eliminate the batch effect.^38^

### 2.11 Teratoma formation, embryoid body formation, and histological analysis

Cells were trypsinized and collected, and cell suspensions were injected subcutaneously into the flanks of SCID mice. Approximately 1 × 10^7^ cells were used in each injection. Teratomas were excised about one month later and were fixed and stained with hematoxylin and eosin (H&E) to perform histological analysis. For embryoid body (EB) formation, cells were harvested by trypsinization and seeded into bacterial culture dishes in the N2B27 medium.

### 2.12 Blastocyst injection

Blastocyst injection was performed according to the procedures given in a previous report.^39^ Briefly, diploid blastocysts were collected from the uterus of 3.5 days post coitum (dpc) super‐ovulated female CD‐1 mice after mating with male CD‐1 mice. Cells were harvested by trypsinization and 12‐15 cells were microinjected into each blastocyst. After 1‐4 hours of culture, these processed embryos were transferred into the oviduct of pseudo‐pregnant CD‐1 mice at 0.5 dpc. Chimeras were identified by GFP expression or coat colors.

### 2.13 Statistical analysis

For statistical analysis, Students’ *t* test was used in GraphPad Prism 8 software. In all figures: *P value < .05; **P value < .01; ***P value < .001; ****P value < .0001.

## 3 RESULTS

### 3.1 Induced expression of OSKM maintained self‐renewal and pluripotency of mouse ESCs after withdrawal of 2i and LIF

To test whether continuous OSKM expression could maintain the cell identity of mouse ESCs, we used an ESC line stably expressing the pluripotency reporter Oct4‐DE‐GFP (GFP under control of the endogenous Oct4 distal promoter) and the single polycistronic OSKM transgene upon the addition of DOX (Figure 1A). This cell line was derived and cultured in N2B27 medium supplemented with the MEK inhibitor PD0325901, GSK3 inhibitor ChIR99021, and LIF (2iL medium). Next, the culture medium was switched from 2iL to N2B27 with DOX (OSKM medium) and the OSKM transgene was continuously activated (Figure 1A), whereas N2B27 medium alone was used as the negative control condition, and 2iL medium acted as the positive control condition. The ESCs in the 2iL medium (hereinafter referred to 2iL‐ESCs) maintained their typical ESC morphology and >90% of the cell population was Oct4‐GFP positive (Figure 1B‐D). However, ESCs cultured in N2B27 medium rapidly underwent cell differentiation and high rates of death, barely surviving after day 11 (Figure 1B,C). Nevertheless, ESCs cultured in OSKM medium (OSKM‐ESCs) survived and finally maintained typical ESC morphology for more than 77 days (38 passages) and 40%‐60% of cells were Oct4‐GFP positive (Figure 1B‐D). Different dosages of DOX exerted different effects on cell survival and generated different proportions of Oct4‐GFP, where 2 μg/mL was determined as the optimal concentration (Figure S1A). ESCs cultured in OSKM medium continued to proliferate for over 38 passages, although the growth rate was slower than that of 2iL‐ESCs (Figure 1B,E).

**FIGURE 1:**
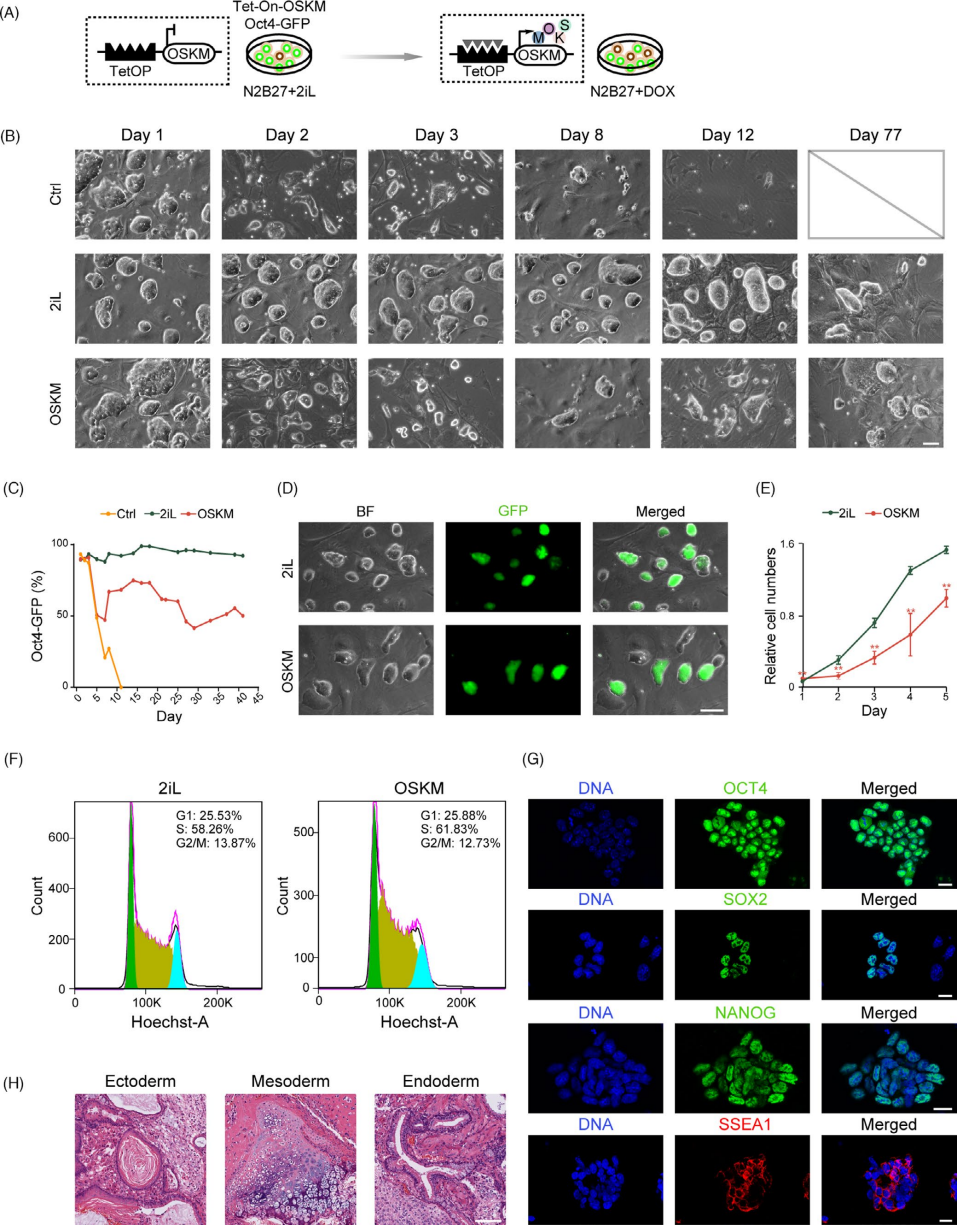
Mouse ESCs maintained by induced expression of OSKM upon withdrawal of 2iL. A, Schematic of pluripotency maintenance in mouse ESCs via expression of OSKM without 2iL. The Tet‐On‐OSKM/Oct4‐GFP ESC line harbored a DOX (Doxycycline)‐induced single‐copy OSKM (*Oct4*, *Sox2*, *Klf4*, and *c‐Myc*) transgenic cassette and a GFP reporter driven by endogenous *Oct4* distal promoter. The culture medium was switched from N2B27 with 2iL to N2B27 with 2 μg/mL DOX. B, Colony morphology of ESCs cultured under different conditions at selected time points. Ctrl (control), N2B27 group; 2iL, N2B27 with 2iL group; and OSKM, N2B27 with DOX group. Scale bar, 75 μm. C, The percentages of GFP‐positive cells of ESCs cultured under three different conditions at selective time points. D, Morphology of ESCs cultured under 2iL and OSKM conditions, respectively. GFP‐positive cells could be observed. Scale bar, 50 μm. E, Statistical analysis of the relative cell numbers of ESCs cultured in OSKM medium (OSKM‐ESCs) and ESCs cultured in 2iL medium (2iL‐ESCs) at indicated time points. Cell Counting Kit‐8 (CCK‐8) was used for data collecting. Data were represented as mean ± SEM. **P < .01. F, FACS analysis of DNA content of ESCs under 2iL and OSKM conditions. Percentages of cells in G1, S, and G2/M phases were shown. G, Immunostaining for ESC markers OCT4, SOX2, NANOG, and SSEA1 of OSKM‐ESCs. DNA was stained with Hoechst 33342. Scale bars, 20 μm. H, Histological section analysis of the teratomas derived from OSKM‐ESCs showed differentiation into all three germ layers (ectoderm, mesoderm, and endoderm). Scale bar, 200 μm

In summary, these results demonstrated that OSKM expression maintained self‐renewal of mouse ESCs after withdrawal of 2iL. The cell cycle analysis indicated that OSKM‐ESCs and 2iL‐ESCs shared similar distributions of G1, S, and G2/M phases (Figure 1F). Next, we tested whether OSKM‐ESCs could maintain pluripotency. The cells were alkaline phosphatase (AP) positive (Figure S1B) and expressed typical ESC markers OCT4, SOX2, NANOG, and SSEA1 by immunofluorescent staining (Figure 1G). Importantly, OSKM‐ESCs formed differentiated teratomas with structures of all three germ layers (Figure 1H). Thus, induced continuous expression of OSKM could maintain self‐renewal and pluripotency of mouse ESCs without the support of PSC‐specific culturing factors.

### 3.2 Induction of pluripotency from somatic cells without specific growth factors and signaling inhibitors

Next, we determined whether this system could reconstruct pluripotency de novo from MEF cells obtained from the above Tet‐On‐OSKM mice. MEF cells were reprogrammed by OSKM medium (N2B27 supplemented with DOX) and 2iL (N2B27 supplemented with 2iL and DOX, and DOX was withdrawn after reprogramming), respectively. After 14‐18 days of reprogramming (Figure 2A), AP‐positive clones were observed in both groups (Figure 2B,D and Figure S2A). Several clones were randomly selected from the OSKM group. The resulting cell lines could proliferate without visible differentiation beyond Passage 23 (Figure 2C). Cell lines carried normal karyotypes of 40 chromosomes (Figure 2E,F, and Figure S2B). ESC markers, such as OCT4, SOX2, NANOG, and SSEA1 were positive in OSKM‐iPSCs (Figure 2G). They successfully differentiated into structures of all three germ layers, including ectoderm (Figure 2H and Figure S2C,D), mesoderm (Figure 2H), and endoderm (Figure 2H).

**FIGURE 2:**
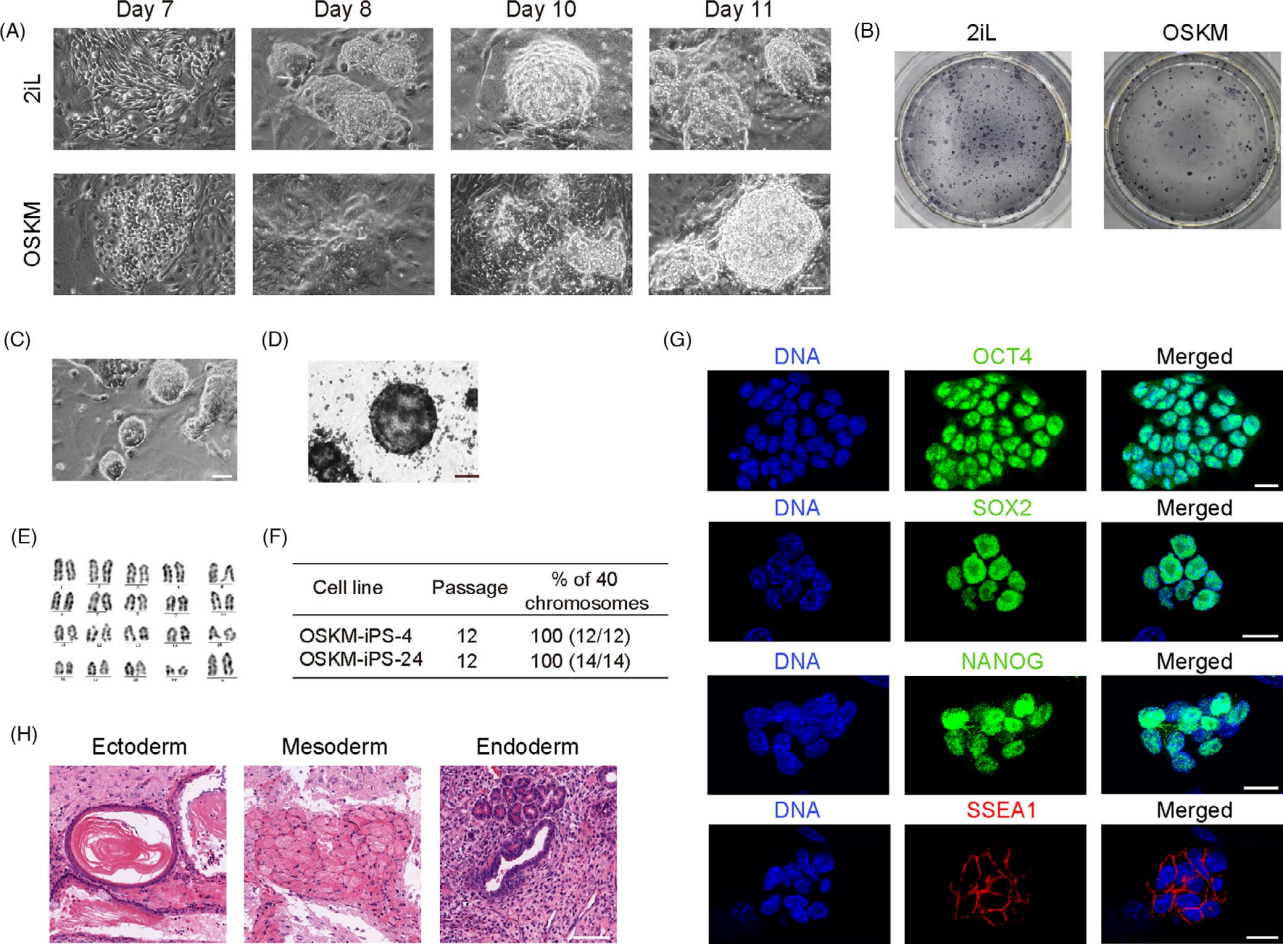
Induction and maintenance of pluripotency via induced OSKM expression. A, Colony morphology of reprogrammed cells in different inductive media at selected time points. Groups of 2iL and OSKM were shown. Scale bar, 75 μm. B, Colonies observed after reprogramming under inductive media of 2iL and OSKM, respectively. Cells were stained by alkaline phosphatase (AP). C, Morphology of stable cell lines of OSKM‐iPSCs at Passage 23. Scale bar, 75 μm. D, AP staining of OSKM‐iPSCs. Scale bar, 75 μm. E, Karyotype analysis of OSKM‐iPS‐4 cell line. F, Statistical graph of karyological characteristics of the two OSKM‐iPSC lines (OSKM‐iPS‐4 and OSKM‐iPS‐24) at Passage 12. G, Immunostaining for ESC markers OCT4, SOX2, NANOG, and SSEA1 of OSKM‐iPSCs. DNA was stained with Hoechst 33342. Scale bars, 20 μm. H, Histological section analysis of the teratomas derived from OSKM‐iPSCs. Ectoderm, mesoderm, and endoderm structures were shown. Scale bar, 200 μm

### 3.3 Gene expression profiles of OSKM‐ESCs and OSKM‐iPSCs

We performed RNA‐Seq to further characterize the OSKM‐ESCs and OSKM‐iPSCs. 

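The RNA-Seq comprised 18 libraries in 9 conditions. OSKM-ESCs, the ESCs moved from 2iL to N2B27 with DOX, were collected at days 18, 25 and 38 with 2 replicate cultures per day, and 2iL-ESCs were collected on the same days in the same numbers. Clones 1 and 3 represented the OSKM-iPSCs, clones 3 and 6 the 2iL-iPSCs, and 2 libraries the MEF cells. For the 2iL-iPSCs, the sample labels give N2B27 with DOX for routine culture, whereas the paper's methods give 2iL with DOX withdrawn after picking, and the clones were grouped by the paper's methods. In Euclidean distance of log2(FPKM + 1), 2iL-iPSCs lay 66.0 from 2iL-ESCs on average (60.9 to 73.8 over pairs). From OSKM-iPSCs they lay 104.3 (90.8 to 117.7). These distances argue against the label for the 2iL-iPSC clones. The OSKM-iPSC clones were at passages 7 and 6 and the 2iL-iPSC clones at passages 2 and 3, so passage and medium cannot be separated in any comparison of the iPSCs. Clone 3 of the OSKM-iPSCs listed the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y at 0, unlike the other iPSC clones. The sex chromosomes may therefore also differ between the groups. The authors aligned the reads to GRCm38 with STAR, kept uniquely mapped reads and deposited StringTie's FPKM, TPM and mean coverage for 55471 genes. FPKM was used as deposited, except that 2 genes with a failed value in a library (U2surp and St13) were left out and the values of 11 gene identifiers listed more than once were summed. The files give no read counts, so the depth in reads is unknown and no counting interval is given. The mean coverage per unit of FPKM, which rises with depth, lay between 5.01 and 6.07 across the libraries. Its median was 5.64 in OSKM-ESCs, 5.56 in 2iL-ESCs, 5.88 in OSKM-iPSCs, 5.70 in 2iL-iPSCs and 5.55 in MEF cells. Between 11305 and 12097 genes per library had an FPKM over 1. Cuffdiff, which the authors used for the DEGs, needs aligned reads, so limma was applied to log2(FPKM + 1) of the genes with an FPKM over 1 in at least 1 library of the comparison. DEGs had a fold change of mean FPKM over 2 and an unadjusted p-value under 0.05, the cutoff of the paper, and were also counted with a Benjamini-Hochberg adjusted p-value under 0.05. An exact 2-sided permutation test of 2 libraries against 2 cannot give a p-value under 0.333, whereas 6 against 6 can reach 0.0022. The 6 libraries of a medium are 2 cultures on each of days 18, 25 and 38, all from a single ESC line. The test shuffled them without regard to day. Its p-value thus does not measure the spread between lines or between separate switches of medium.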

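Across 55469 genes, log2(mean FPKM + 1) of the OSKM-iPSCs and the 2iL-iPSCs had a Pearson r of 0.97. The r of single clones, taken as 4 pairs of one clone from each group, ran from 0.955 to 0.973 (SD 0.0099). These correlations are across genes, which are not independent replicates, and 30138 genes listed at 0 in both groups entered them. Over the 13653 genes with an FPKM over 1 in at least 1 clone, r was 0.914, and 84.0% of these genes lay within 2-fold between the groups. Spearman's rho over all genes, the alternative that moved the value most, was 0.89.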

Global gene expression profiles of OSKM‐iPSCs were quite similar to 2iL‐iPSCs (Figure 3A). 

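At day 38, the profiles of OSKM-ESCs and 2iL-ESCs had a Pearson r of 0.968 across the same genes, with 0.966 to 0.967 between single cultures. The 13142 genes with an FPKM over 1 in at least 1 culture gave 0.902. Of these genes, 82.5% lay within 2-fold, and 30999 genes were listed at 0 in both groups.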

And likewise, gene expression profiles of OSKM‐ESCs were similar to those of 2iL‐ESCs (Figure 3B). Thus, the global gene expression profiles of OSKM PSCs were similar to 2iL PSCs. 

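Replicates of one condition set the scale for these correlations. Between replicate cultures of ESCs, r across all genes was 0.994 to 0.996, between the 2iL-iPSC clones 0.991 and between the OSKM-iPSC clones 0.979. The OSKM-iPSCs and 2iL-iPSCs were thus further apart than the clones of either group, and the same held for the cultures of day 38. Against MEF cells, r was 0.903 for OSKM-iPSCs, 0.861 for 2iL-iPSCs, 0.895 for OSKM-ESCs of day 38 and 0.863 for 2iL-ESCs of day 38. The OSKM-iPSCs had an r of 0.98 with the OSKM-ESCs of day 38, and the 2iL-iPSCs one of 0.989 with the 2iL-ESCs of day 38.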

Next, the DEGs were analyzed. In total, 644 upregulated genes overlapped in both the OSKM‐ESCs versus 2iL‐ESCs and OSKM‐iPSCs versus 2iL‐iPSCs comparisons (1,235 upregulated genes in OSKM‐ESCs and 1176 ones in OSKM‐iPSCs) (Figure 3C). These DEGs were enriched in pathways such as pathway of proteoglycans in cancer and pathway of focal adhesion (Figure 3D). Conversely, 308 DEGs were downregulated both in OSKM‐ESCs and OSKM‐iPSCs (Figure 3E), and they were enriched in signaling pathways regulating the pluripotency of stem cells (Figure 3F). Thus, we compared the expression levels of naïve pluripotency genes of OSKM‐ESCs and OSKM‐iPSCs to those of 2iL‐ESCs and 2iL‐iPSCs. 

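In the iPSCs, 1564 of 13653 genes tested were upregulated in OSKM-iPSCs at the paper's cutoff and 635 with an adjusted p-value under 0.05. The paper's text does not name the day of the ESCs used for the DEGs, so day 38, the day of Figure 3B, was taken first. At day 38, 2006 of 13142 genes were upregulated in OSKM-ESCs, and 1979 after adjustment. Over days 18, 25 and 38 together, with day as a covariate, 1910 of 14016 genes were upregulated and 1850 after adjustment. The separate days gave 1885 at day 18 and 1376 at day 25, and 771 genes were upregulated on all 3 days. In total, 945 genes were upregulated in both OSKM-iPSCs and OSKM-ESCs of day 38, against 196.9 expected among 12541 genes tested in both (odds ratio 25.6). At the adjusted cutoff, the overlap was 402 genes (1-sided Fisher's exact test across genes, p = 1.56e-208). With no filter on low values, 2069 genes were upregulated in OSKM-iPSCs at the paper's cutoff but 0 after adjustment, and 3356 in OSKM-ESCs of day 38. With all 9 conditions in a single fit, the counts in OSKM-iPSCs were 2198 at the paper's cutoff and 2033 after adjustment. Quantile normalization gave 1231 upregulated and 1164 downregulated genes in OSKM-iPSCs, which lowered the upregulated share of DEGs from 64.4% to 51.4%. When same-numbered cultures of one day were fitted as pairs, a replicate block, 2043 genes were upregulated at day 38 and 1852 over all days. The deviations of such pairs from their group means had an r of 0.142 at day 18, 0.092 at day 25 and 0.016 at day 38 across 11942 genes. Among the shared genes, those with the largest changes were Igf2, Pkdcc, Capn2, Arl4c and Krt8. Igf2 (chromosome 7, 142650766 to 142666816) had an FPKM of 41.9 ± 28.6 (SD, n = 2) in OSKM-iPSCs and 1.40 ± 1.16 (SD, n = 2) in 2iL-iPSCs, a log2 fold change of 4.07 (adjusted p = 0.022, limma). At day 38 it had 36.3 ± 0.986 (SD, n = 2) in OSKM-ESCs and 0.814 ± 0.197 (SD, n = 2) in 2iL-ESCs. Over all days its log2 fold change was 4.24, with every OSKM-ESC culture above every 2iL-ESC culture (exact permutation test, p = 0.0022, the smallest that 6 against 6 allow). MEF cells had a mean FPKM of 1141 for Igf2, and the fibroblast RNA estimated from other genes came to 93.7% of its excess over 2iL-iPSCs in clone 1, 5.1% in clone 3 and 15.7% to 36.6% of its excess in the OSKM-ESC cultures. The other 4 genes had log2 fold changes between 3.67 and 4.03 in iPSCs and between 3.48 and 3.87 in ESCs of day 38. The iPSC values depended on the clones. With each clone left out, they ran from 2.6 to 4.77 for Capn2 and from 2.83 to 4.51 for Pkdcc. For Krt8 they ran from 2.83 to 4.71 and for Arl4c from 3.45 to 4.6.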

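KEGG pathways were not used here, and the gene families of the extracellular matrix and of cell adhesion were counted by symbol instead. Of 14 collagen genes tested in both comparisons, 1 (Col18a1) was upregulated in both OSKM-iPSCs and OSKM-ESCs of day 38. The same held for 1 of 12 integrin genes (Itga3) and 1 of 8 laminin genes (Lamb1). Together these were 3 of 34 genes against 2.6 expected (odds ratio 1.19, 1-sided Fisher's exact test across genes, p = 0.48). The 3 genes are named because the counts are small and were chosen after their values were seen. Random lists of the same size matched on mean expression held 8.8% of such genes on average, the share of the families. Without a cutoff, 13 of the 14 collagen genes had higher means in both OSKM-iPSCs and OSKM-ESCs of day 38, and the number was 13 with median-ratio scaling, quantile normalization and TPM as well. For integrins it was 6 of 12 and for laminins 3 of 8. In clone 3 of the OSKM-iPSCs alone, 10 of the 14 collagen genes lay above the 2iL-iPSC mean, against 13 in clone 1. The estimated share of fibroblast RNA was higher in clone 1. With the estimated fibroblast RNA taken off, 9 of 14 collagen genes were higher in both comparisons and 7 in clone 3. Col18a1 had a mean FPKM of 117.3 in OSKM-iPSCs and 27.3 in 2iL-iPSCs (n = 2 each).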

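Downregulated genes at the paper's cutoff numbered 864 in OSKM-iPSCs, 1318 in OSKM-ESCs of day 38 and 1468 over all days. The separate days gave 1231 at day 18 and 1765 at day 25, where 43.8% of the DEGs were upregulated, against 60.3% at day 38. With adjusted p-values, the counts were 358, 1296 and 1432. Both OSKM-iPSCs and OSKM-ESCs of day 38 had lower expression of 515 genes, where 69.8 were expected (odds ratio 39.9), and 249 genes were shared at the adjusted cutoff (1-sided Fisher's exact test across genes, p = 7.68e-195). A fit of all 9 conditions gave 1190 shared upregulated and 651 shared downregulated genes. Quantile normalization, which makes the distributions of the libraries equal, gave 732 and 655, so the excess of shared upregulated genes was smaller under that setting. Of the DEGs, 10 genes upregulated in one comparison were downregulated in the other, and 10 the other way round. The pair fit gave 1336 downregulated genes at day 38 and 1438 over all days. Among the shared genes, the largest decreases were those of Rpl10l, Khdc3, Tbx3, Crxos and Rpl39l. Tbx3 (chromosome 5, 119670669 to 119684724) had an FPKM of 0.705 ± 0.237 (SD, n = 2) in OSKM-iPSCs and 24.4 ± 4.28 (SD, n = 2) in 2iL-iPSCs, a log2 fold change of -3.89 (adjusted p = 0.0061, limma). At day 38 its FPKM was 0.550 ± 0.0704 (SD, n = 2) in OSKM-ESCs and 22.9 ± 0.969 (SD, n = 2) in 2iL-ESCs. Khdc3 and Crxos had log2 fold changes of -3.93 and -4.49 in iPSCs and of -3.91 and -3.86 in ESCs of day 38. Rpl10l and Rpl39l are close copies of ribosomal protein genes whose reads can be shared with them, so their values are less certain. Their log2 fold changes in iPSCs were -4.64 and -3.68. That of Rpl39l ran from -4.85 to -2.51 with each clone left out. Its adjusted p (limma) was 0.063 with a pseudocount of 0.1, 0.051 with quantile normalization and 0.054 with TPM. In ESCs of day 25, the log2 fold change of Rpl39l was -1.40.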

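All 8 genes of the paper's heatmap (Klf5, Klf2, Nr0b1, Tfcp2l1, Tfap2c, Zfp42, Esrrb and Nanog) were lower in OSKM-ESCs than in 2iL-ESCs over the 3 days. Every OSKM-ESC culture lay below every 2iL-ESC culture for each gene (exact permutation test, p = 0.0022, the smallest that 6 against 6 allow). These are cultures of a single ESC line on 3 days, so the p-value does not measure the spread between lines or separate switches of medium. Klf2 (chromosome 8, 72319033 to 72321656) fell from an FPKM of 145.7 ± 44.1 (SD, n = 6) to 11.9 ± 3.84 (SD, n = 6), a log2 fold change of -3.49 (adjusted p = 4.4e-08, limma). Esrrb (chromosome 12, 86361117 to 86521628) had 39.1 ± 12.6 (SD, n = 6) in OSKM-ESCs and 221.1 ± 39.1 (SD, n = 6) in 2iL-ESCs, a log2 fold change of -2.51. The smallest change was that of Tfap2c, with a log2 fold change of -0.98 (adjusted p = 8.1e-05, limma). The adjusted p-values were under 0.05 for 8 of 8 genes over all genes tested and over the list alone, at day 38 as well as over all days. The paper reports a smaller share of Oct4-GFP-positive cells in OSKM-ESCs than in 2iL-ESCs, and describes no sorting before RNA extraction. A change within each cell therefore cannot be told apart from a change in the mix of cells. Among the genes of the transgene, Myc had a log2 fold change of 3.35 (adjusted p = 3.3e-08, limma) over all days and Pou5f1 one of -0.01 (adjusted p = 0.94), which turned positive with quantile normalization (0.08) and TPM (0.03). By day, Pou5f1 had -0.03 at day 18, 0.25 at day 25 (adjusted p = 0.073) and -0.24 at day 38 (adjusted p = 0.0011). The decrease at day 38 was -0.03 with quantile normalization (adjusted p = 0.33) and had an adjusted p of 0.075 in the fit of all 9 conditions. In iPSCs its log2 fold change was -0.64 (adjusted p = 0.078, and 0.00031 in that fit). Sox2 had one of -0.57 over all days (adjusted p = 0.0089, limma), with the cultures of the 2 media overlapping (exact permutation test, p = 0.0238). Klf4 had one of -0.47 (adjusted p = 0.12, limma), and its call depended on the setting. Its adjusted p was 0.018 in the fit of all 9 conditions. Without replicate 2 of OSKM-ESCs of day 18, its log2 fold change was -0.64 (adjusted p = 0.027, limma). Gene-level FPKM pools transgene and endogenous reads of the genes of the transgene.

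**Figure D1:**
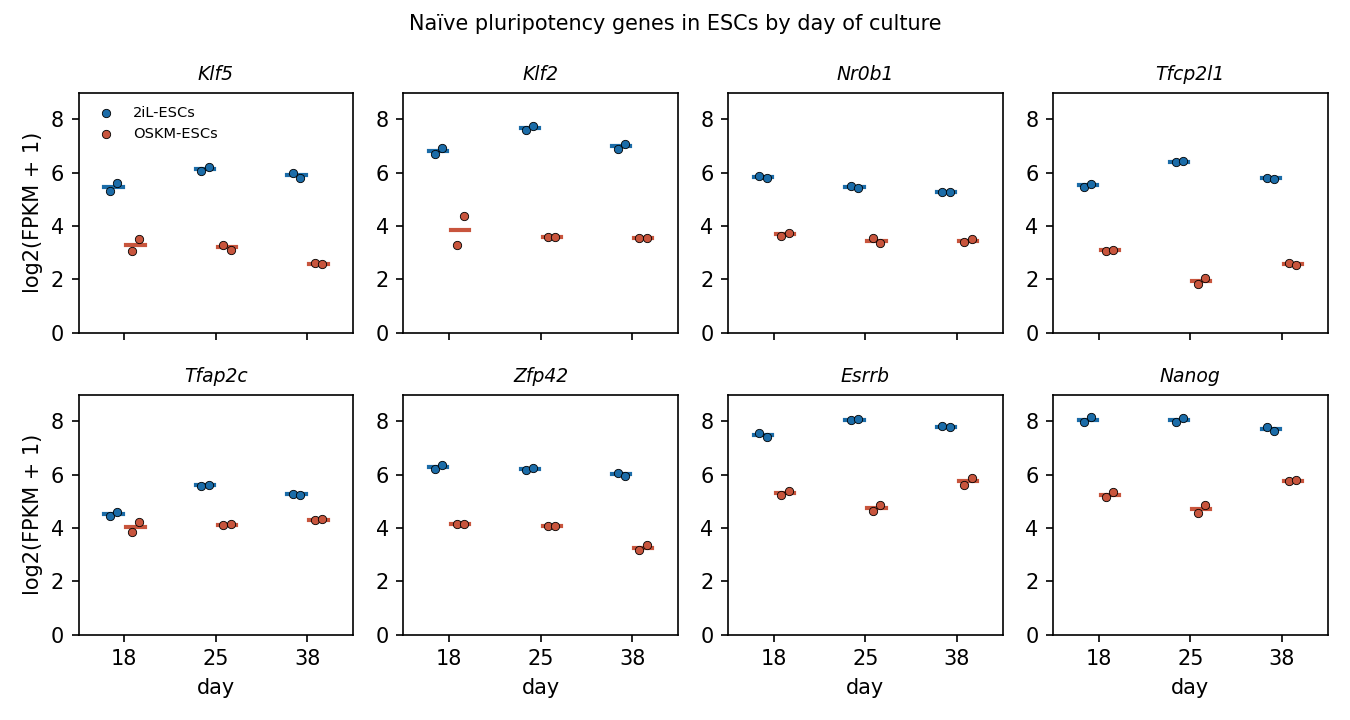
Expression of 8 naïve pluripotency genes as log2(FPKM + 1) against the day of culture. Points are single cultures (2 per day and medium) and bars their means, and on each day both OSKM-ESC points lie below both 2iL-ESC points for every gene.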

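In iPSCs, 7 of the 8 heatmap genes were lower in both OSKM-iPSC clones than in both 2iL-iPSC clones, and 6 of 8 had an adjusted p-value under 0.05 over all genes tested. Nanog (chromosome 6, 122707489 to 122714633) had an FPKM of 46.0 ± 12.7 (SD, n = 2) in OSKM-iPSCs and 201.1 ± 9.00 (SD, n = 2) in 2iL-iPSCs, a log2 fold change of -2.13 (adjusted p = 0.012, limma). The log2 fold change of Klf2 was -2.54 (adjusted p = 0.029, limma) and that of Esrrb -2.66 (adjusted p = 0.023, limma). Rex1, listed as Zfp42 (chromosome 8, 43295063 to 43306980), had an FPKM of 11.1 in clone 1 and 54.9 in clone 3 of the OSKM-iPSCs and of 186.9 ± 13.5 (SD, n = 2) in 2iL-iPSCs. Its log2 fold change of -2.85 did not pass adjustment over all genes (adjusted p = 0.062, limma) but did over the list (adjusted p = 0.0076, limma). In the fit of all 9 conditions it passed over all genes (adjusted p = 0.00027, limma), so this call depended on the setting. Klf5, Nr0b1 and Tfcp2l1 had log2 fold changes of -2.49, -3.35 and -3.02. Tfap2c was higher in both OSKM-iPSC clones (log2 fold change 0.54, adjusted p = 0.30, limma). With no filter on low values, 0 of the 8 genes had an adjusted p-value under 0.05. Against MEF cells, 6 of the 8 genes were higher in OSKM-iPSCs with an adjusted p-value under 0.05. Nanog, Nr0b1 and Zfp42 were listed at 0 in both MEF libraries, and the mean FPKM of Esrrb in MEF cells was 0.0311. Klf2 was 16.9 ± 10.2 (SD, n = 2) in OSKM-iPSCs and 6.52 ± 0.244 (SD, n = 2) in MEF cells, a log2 fold change of 1.12 (adjusted p = 0.089, limma). Klf5 was lower in OSKM-iPSCs, at 4.63 ± 1.76 (SD, n = 2), than in MEF cells, at 9.34 ± 0.500 (SD, n = 2).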

As shown in the heatmap, naïve pluripotency genes, such as *Klf2*, *Esrrb*, *Nanog*, and *Rex1* were consistently expressed to a lower degree in OSKM‐iPSCs compared to 2iL‐iPSCs, while expression levels were higher than those in somatic cells (Figure 3G). Real‐time quantitative PCR confirmed these results (Figure 3H), which were also observed in OSKM‐ESCs when compared to those of 2iL‐ESCs (Figure S3A). The RNA levels of *Sox2* and *Klf4* were comparable to those of 2iL‐iPSCs, although *Oct4* expression was slightly lower than that in 2iL‐iPSCs; and endogenous *Oct4*, *Sox2*, and *Klf4* were activated, albeit endogenous *Klf4* to a lower degree (Figure S3B).

**FIGURE 3:**
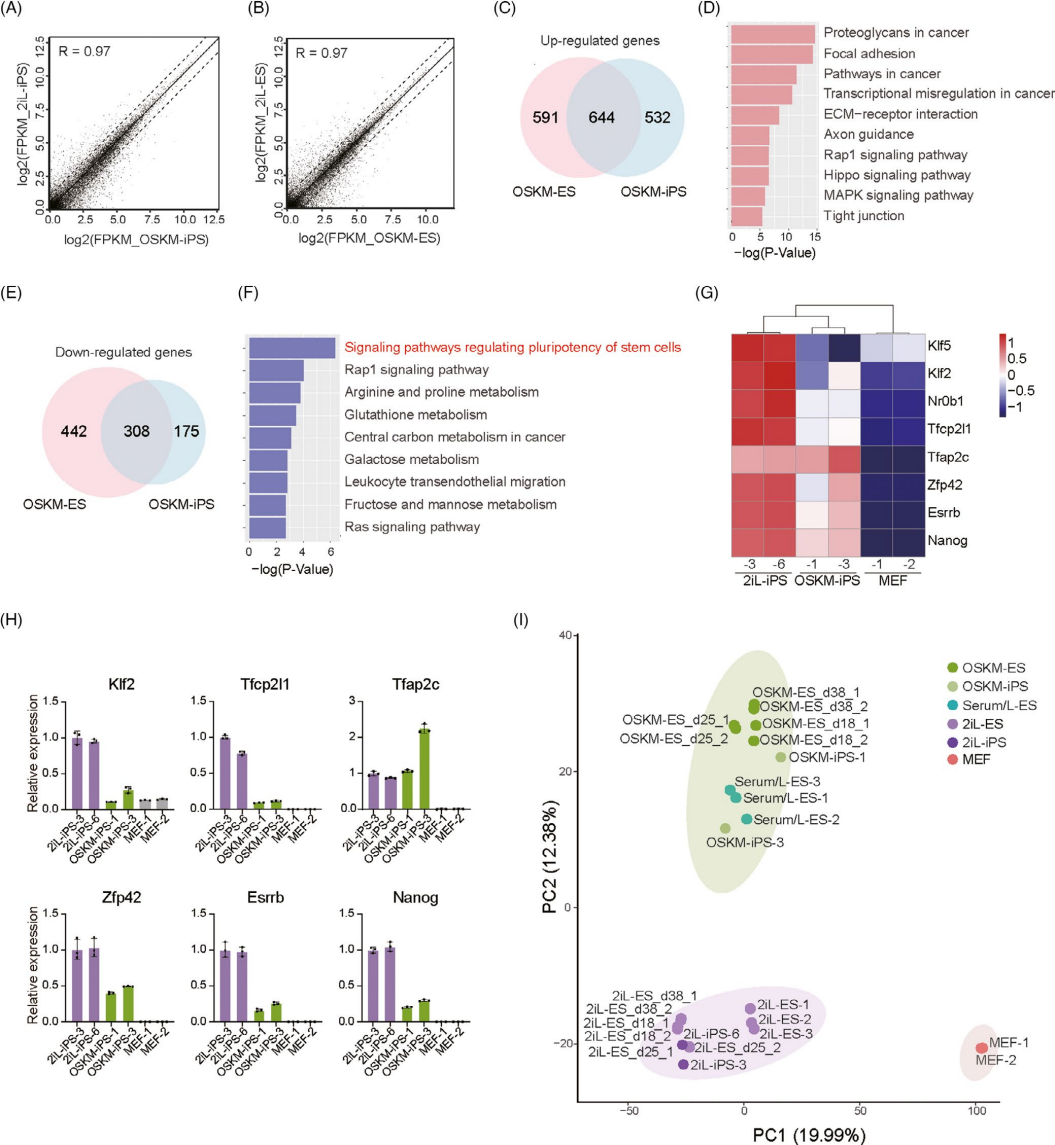
Gene expression patterns of OSKM‐iPSCs and OSKM‐ESCs. A, Gene expression comparison of OSKM‐iPSCs and 2iL‐iPSCs shown in the scatterplot; n = 2. The correlation coefficient (R) was determined by Pearson's correlation. B, Gene expression comparison of OSKM‐ESCs (day 38) and 2iL‐ESCs (day 38) shown in the scatterplot; n = 2. Correlation coefficient (R) was determined by Pearson's correlation. C, Venn diagram showing the numbers of upregulated genes in OSKM‐ESCs when compared to 2iL‐ESCs (left) and in OSKM‐iPSCs when compared to 2iL‐iPSCs (right). Fold change >2, *P* < .05; 644 genes were commonly upregulated in both comparisons. D, Enriched KEGG pathways of above 644 commonly up‐regulated genes. E, Venn diagram showing the numbers of downregulated genes in OSKM‐ESCs when compared to 2iL‐ESCs (left) and in OSKM‐iPSCs when compared to 2iL‐iPSCs (right), fold change >2, *P* < .05; 308 genes were commonly downregulated in both comparisons. F, Enriched KEGG pathways of above 308 commonly downregulated genes. G, Heatmap of expression levels of naïve pluripotency genes in 2iL‐iPSCs, OSKM‐iPSCs, and MEF cells. H, Relative expression levels of naïve pluripotency genes measured by real‐time quantitative PCR in 2iL‐iPSCs, OSKM‐iPSCs, and MEF cells. I, Principal‐component analysis for gene expression of all related samples. PC1 and PC2 represented the top two principal components. Serum/L represented serum with LIF

The PCA analysis and hierarchical clustering analysis (Figure 3I and Figure S3C) revealed that both OSKM‐ESCs and OSKM‐iPSCs were clearly distinguished from MEF cells. They were similar in profile in 2iL‐ESCs and 2iL‐iPSCs, and closer to serum/L‐ESCs (ESCs cultured under serum plus LIF). Furthermore, the OSKM‐ESCs collected at different culture timepoints (days 18, 25, and 38) exhibited similar gene expression profiles, indicating the system could maintain cell states stably throughout culture. 

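In the PCA of all 18 libraries over 15567 genes with an FPKM over 1 in at least 1 library, PC1 held 56.3% of the variance (jackknife SD 3.6) and PC2 19.7%. The MEF libraries scored 161.4 and 160.6 on PC1, whereas OSKM-ESCs ran from -7.3 to 7.4 and the OSKM-iPSC clones stood at 24.1 and -13.7. Scaling every gene to unit variance moved the share of PC1 most, to 43.0%. Hierarchical clustering with complete linkage placed the 2 MEF libraries apart from the 16 others when the tree was divided into 2 clusters. The mean Euclidean distance to MEF cells was 183.5 for OSKM-ESCs and 179.9 for OSKM-iPSCs.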

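The same distances placed OSKM-ESCs at 101.6 from 2iL-ESCs and OSKM-iPSCs at 104.3 from 2iL-iPSCs, below their distances to MEF cells. The distance within a group was smaller, at 59.7 among OSKM-ESCs of all days, 53.0 among 2iL-ESCs, 80.4 between the OSKM-iPSC clones and 49.6 between the 2iL-iPSC clones. OSKM-ESCs and OSKM-iPSCs lay 79.8 apart, less than either did from its 2iL counterpart. A division into 3 clusters gave the MEF cells, the 8 libraries of 2iL cells and the 8 of OSKM cells, with complete and with average linkage. In a PCA without MEF cells, PC1 held 50.6% of the variance, with OSKM libraries from 15.2 to 53.2 and 2iL libraries from -47.6 to -38.2. The serum/L-ESCs of Figure 3I are published samples and were not analysed here, and the batch step applied to them was not used.

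**Figure D2:**
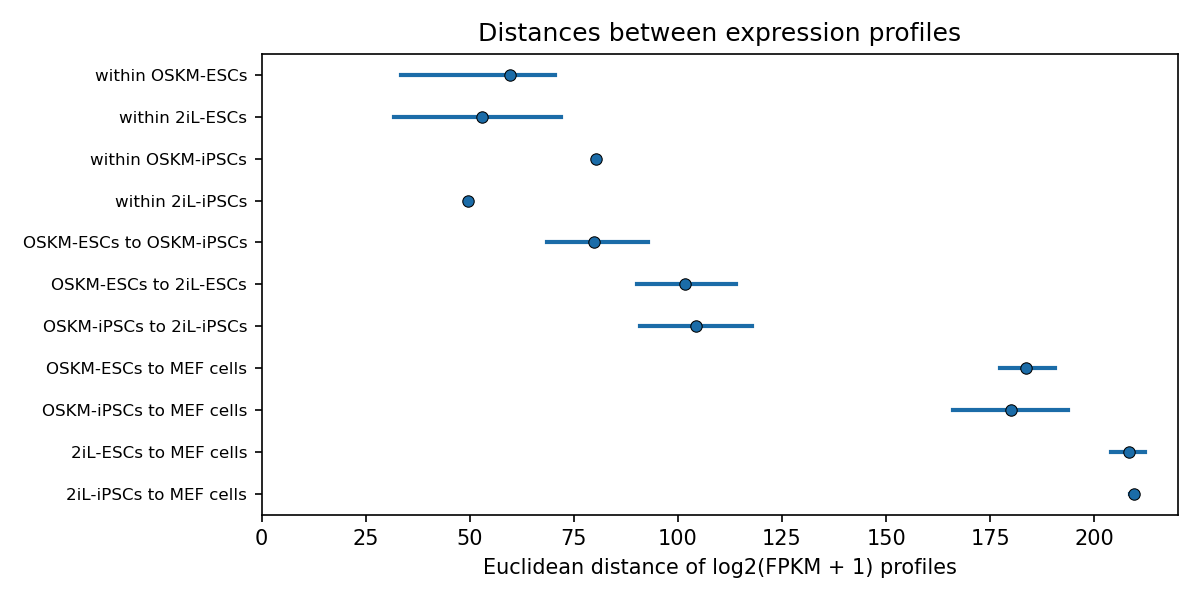
Euclidean distance between log2(FPKM + 1) profiles over 15567 genes, for pairs of libraries within and between groups. Dots are means and lines run from the smallest to the largest pair, with the OSKM-ESCs to MEF cells at 183.5 and to 2iL-ESCs at 101.6.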

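OSKM-ESCs of different days lay 65.2 apart on average, 1.72 times the distance of 37.9 between replicate cultures of one day. The distance between the media on the same day was 100.1, so the days differed by 65.1% of it. For 2iL-ESCs, the distances were 57.7 between days and 34.4 between replicates. Across days 18, 25 and 38, 5050 of 13073 genes (38.6%) changed in OSKM-ESCs with an adjusted p-value under 0.05 from limma's F test, of which 2188 also changed more than 2-fold. In 2iL-ESCs, 6465 of 12726 genes (50.8%) passed the same threshold and 1899 of them changed more than 2-fold. These differences between days exceeded the spread between replicates. With a pseudocount of 0.1, the ratio of distances in OSKM-ESCs was 1.46. From the similarity of the profiles at the 3 timepoints, the paper proposes that the system can keep the cell state stable in culture.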

In conclusion, OSKM sustained an alternative pluripotency state.

### 3.4 Application of OSKM‐iPSCs in producing gene‐edited animals

One major application of PSCs is to produce gene‐edited animal models for genome function research, disease modeling and drug screening. For this purpose, we developed a route to produce chimera mice with germline transmission using transgenic OSKM‐iPSCs (Figure 4A). We randomly selected two OSKM‐iPSC lines and inserted the GFP transgene into their genome using the PiggyBac transposon vector (Figure S4A) to examine their ability to produce chimeras. The resulting GFP‐transgenic subclones were collected (Figure 4B) and were further injected into mouse blastocysts to form chimeras. We dissected embryos at 12.5 days post coitum (dpc), and a chimera embryo with germline chimerism was observed (Figure 4C). Genotyping PCR results in further showed that OSKM‐iPSCs contributed to various organs and tissues (Figure S4B). Chimerism in the newborn and adult mouse was also observed, and genotyping PCR results confirmed the contribution of transgenic OSKM‐iPSCs (Figure 4D,E, and Figure S4C).

**FIGURE 4:**
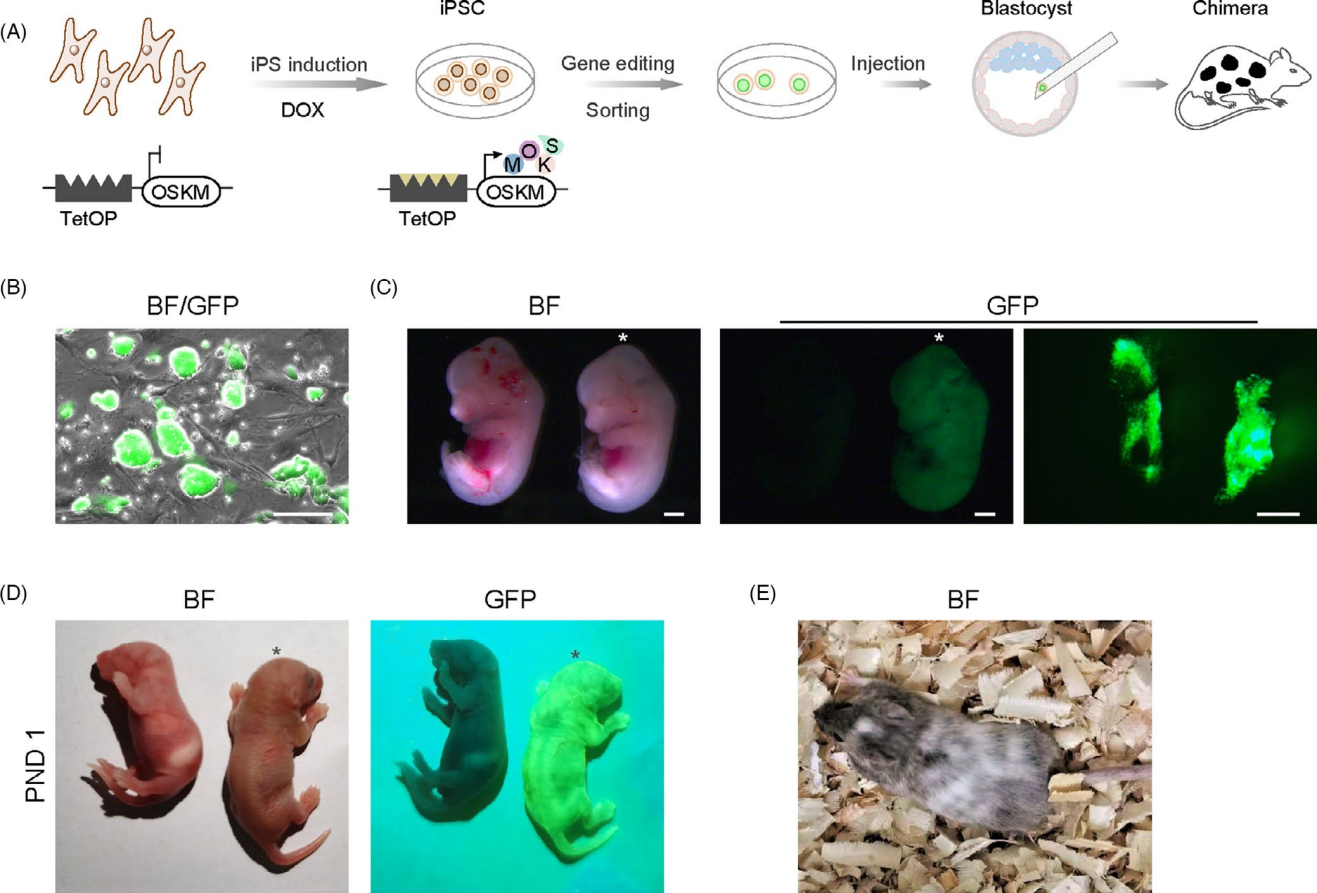
Potential of obtaining gene‐edited animals using OSKM‐iPSCs. A, Schematic of process for obtaining gene‐edited animals using OSKM‐iPSCs. B, Morphology of GFP‐transgenic OSKM‐iPSCs. Scale bar, 50 μm. C, Images of chimeric mouse embryo (days post coitum 12.5) with contribution of OSKM‐iPSCs generated by blastocyst injection (marked by an asterisk). The other served as the negative control. Genital ridges of the chimeric embryo were shown on the right. Scale bars, 500 μm. D, Chimeric mouse at postnatal day 1 (PND 1) with contribution of OSKM‐iPSCs (marked by an asterisk). The other served as the negative control. (E) Adult chimeric mouse with contribution of OSKM‐iPSCs

## 4 DISCUSSION

Originally, self‐renewal and pluripotency were thought to be supported by interaction between external signaling pathways and intracellular core pluripotency transcription regulatory networks. Obtaining authentic pluripotency was generally considered to depend on fine adjustments in the growth factors and signaling inhibitors supplied in the culture media. In this study, we demonstrated that the simple continuous expression of Yamanaka factors OSKM could induce and maintain self‐renewal and pluripotency without traditional additives. The resulting OSKM‐iPSCs obtained the abilities of long‐term self‐renewal, differentiation into three germ layers in teratoma, and incorporation into the developing embryo with germline‐competence upon blastocyst injection. Although the crucial growth factors and signaling inhibitors can promote maintenance of PSCs and reprogramming process,^40^ our results showed that they might not be indispensable for authentic pluripotency, at least to a certain extent.

To date, several different pluripotency states of mouse PSCs have been established (Figure 5). On the top of the “developmental potential” mountain, the 2iL culture maintained the cells in naïve pluripotency state, serum with LIF supported another metastable pluripotency state, activin A (low) with XAV939 (A_lo_XR)^41^ maintained the formative pluripotency state, and activin A with bFGF supported the primed pluripotency state.^42^ Here, we established an alternative pluripotency state (Figure 5). The PSCs established in our study were pluripotent, as confirmed by germline transmission, and they showed transcriptional landscapes similar to PSCs cultured in both serum/LIF and 2iL, and more similar to serum/LIF. The expression levels of naïve pluripotency genes were lower in our OSKM‐PSCs than those in PSCs cultured in 2iL condition, which implied that the gene regulatory networks might be reconfigured in the OSKM‐PSCs. A deeper understanding of the gene regulatory networks in OSKM‐PSCs still requires further research. These OSKM‐PSCs we obtained may serve as a useful model to study how these four TFs drive reprogramming and support PSCs in the absence of “essential” PSC‐specific culturing factors. It would also be of interest to determine how the expression of these TFs maintained authentic pluripotency with the naïve pluripotency genes consistently downregulated, which were thought to be positively associated with developmental potential.

**FIGURE 5:**
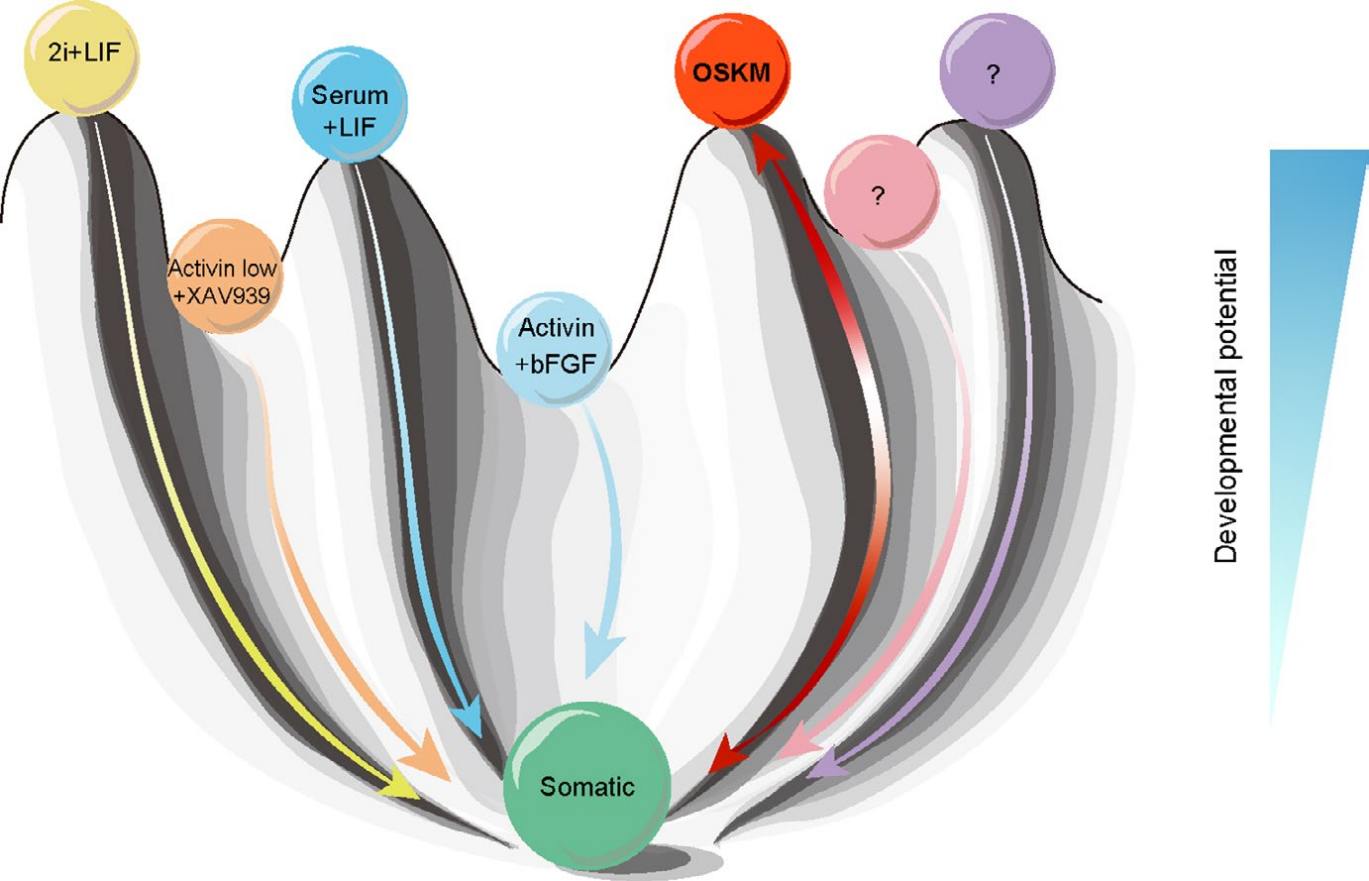
Schematic of several pluripotency states established in mouse. An alternative pluripotency state was established in the OSKM system of this study. This schematic was adapted from Conrad Waddington's model. On the top of the “developmental potential” mountain, the 2iL maintained the cells in a naïve pluripotency state, serum with LIF supported another metastable pluripotency state, activin A (low) with XAV939 (A_lo_XR)^41^ maintained formative pluripotency state, and activin A with bFGF supported the primed pluripotency state.^42^ An alternative pluripotency state was established by continuous expression of OSKM, while bypassing the requirement of specific growth factors and signaling inhibitors. All these PSCs in different states could differentiate into somatic cells. Somatic cells could be reprogrammed into PSCs in our proposed OSKM system

As previously reported, the stoichiometry of reprogramming factors applied during reprogramming significantly influenced the resulting pluripotency of iPSCs.^43^ Our present system harbors a single copy transgene of OSKM. In future studies, the comparison among the cell states obtained via different gene combinations and dosages of TF cocktails in parallel can help us to further understand the regulatory effects of TFs on pluripotency. Furthermore, considering the potential risk of tumor formation upon c‐Myc activation,^44^ although the Tet‐On‐OSKM mice did not develop tumors as reported,^43^ we aim to attempt other combinations, bypassing c‐Myc altogether.^45^, ^46^

Due to differences in transcriptional regulatory networks and signaling stimuli among species, and other unclear reasons,^26^, ^47^ the appropriate culture conditions ensuring rodent pluripotency could not be used to efficiently derive authentic PSCs from other species such as valuable domestic mammals. Numerous efforts have been made to optimize culture media in order to obtain authentic PSCs from livestock species, as summarized in several reviews.^26^, ^48^ However, to date, there are no repeatable and reliable culture conditions to derive authentic pluripotency of domestic animals. This largely hinders the advancement of producing gene‐edited animals. Based on our study, we hypothesized that although differences exist among various animal species, there might be a possibility of conserved reprogramming factors establishing a so‐called “common” expandable and pluripotency state across different species. A similar method may be used to create PSCs of other species while bypassing the requirement of complex and specific culture conditions, and to produce gene‐edited animal models. This route might serve as a so‐called “universal” approach to obtain gene‐edited animal models from various species, which requires further study.

## CONFLICT OF INTEREST

The Editor‐in‐Chief of the journal, Professor Qi Zhou, is a co‐author of this article. The Editor‐in‐Chief was blinded to the peer review process. An Associate Editor handled the peer review process for this article and made the final decision as to its suitability for publication.

## AUTHOR CONTRIBUTIONS

Yihuan Mao: investigation, methodology, formal analysis, resources, validation, visualization and writing—original draft; Libin Wang: investigation, methodology, formal analysis, resources, validation and writing—original draft; Bei Zhong: investigation, formal analysis, resources and visualization; Ning Yang: formal analysis, software and visualization; Zhikun Li: investigation and writing—review and editing; Tongtong Cui: formal analysis and writing—review and editing; Guihai Feng: formal analysis and writing—review and editing; Wei Li: funding acquisition and supervision; Ying Zhang: conceptualization, supervision and writing—review and editing; Qi Zhou: conceptualization, funding acquisition, supervision and writing—review and editing.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

The accession number for the RNA‐Seq data reported in this paper is GEO: GSE173471.

# Supplementary material for: Continuous expression of reprogramming factors induces and maintains mouse pluripotency without specific growth factors and signaling inhibitors
**Source:** Cell Prolif. 2021 Jul 1;54(8):e13090. doi: 10.1111/cpr.13090
**Supplement:** Supplementary file 1 — Supplementary Material

# Supplementary information

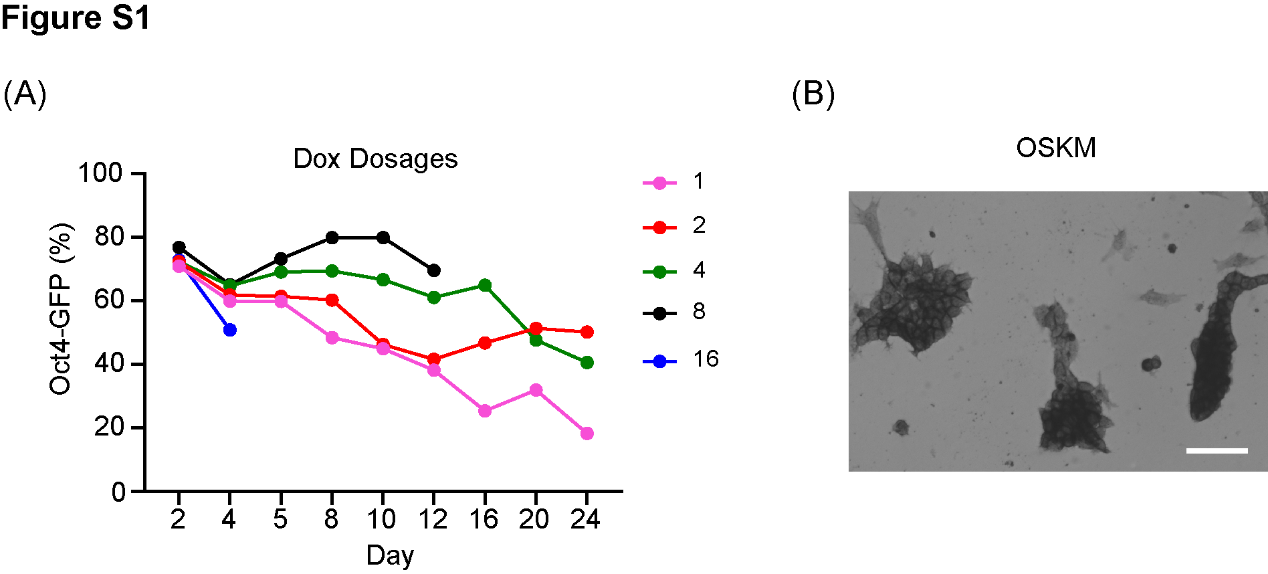

**Figure S1. Mouse ESCs cultured in OSKM condition without 2iL, Related to Figure 1.** (A) The percentages of GFP-positive cells of Oct4-GFP OSKM-ESCs cultured under different DOX dosages (1, 2, 4, 8, and 16 μg/mL) at various time points were shown in the graph. (B) AP staining of OSKM-ESCs. Scale bar, 75 μm.

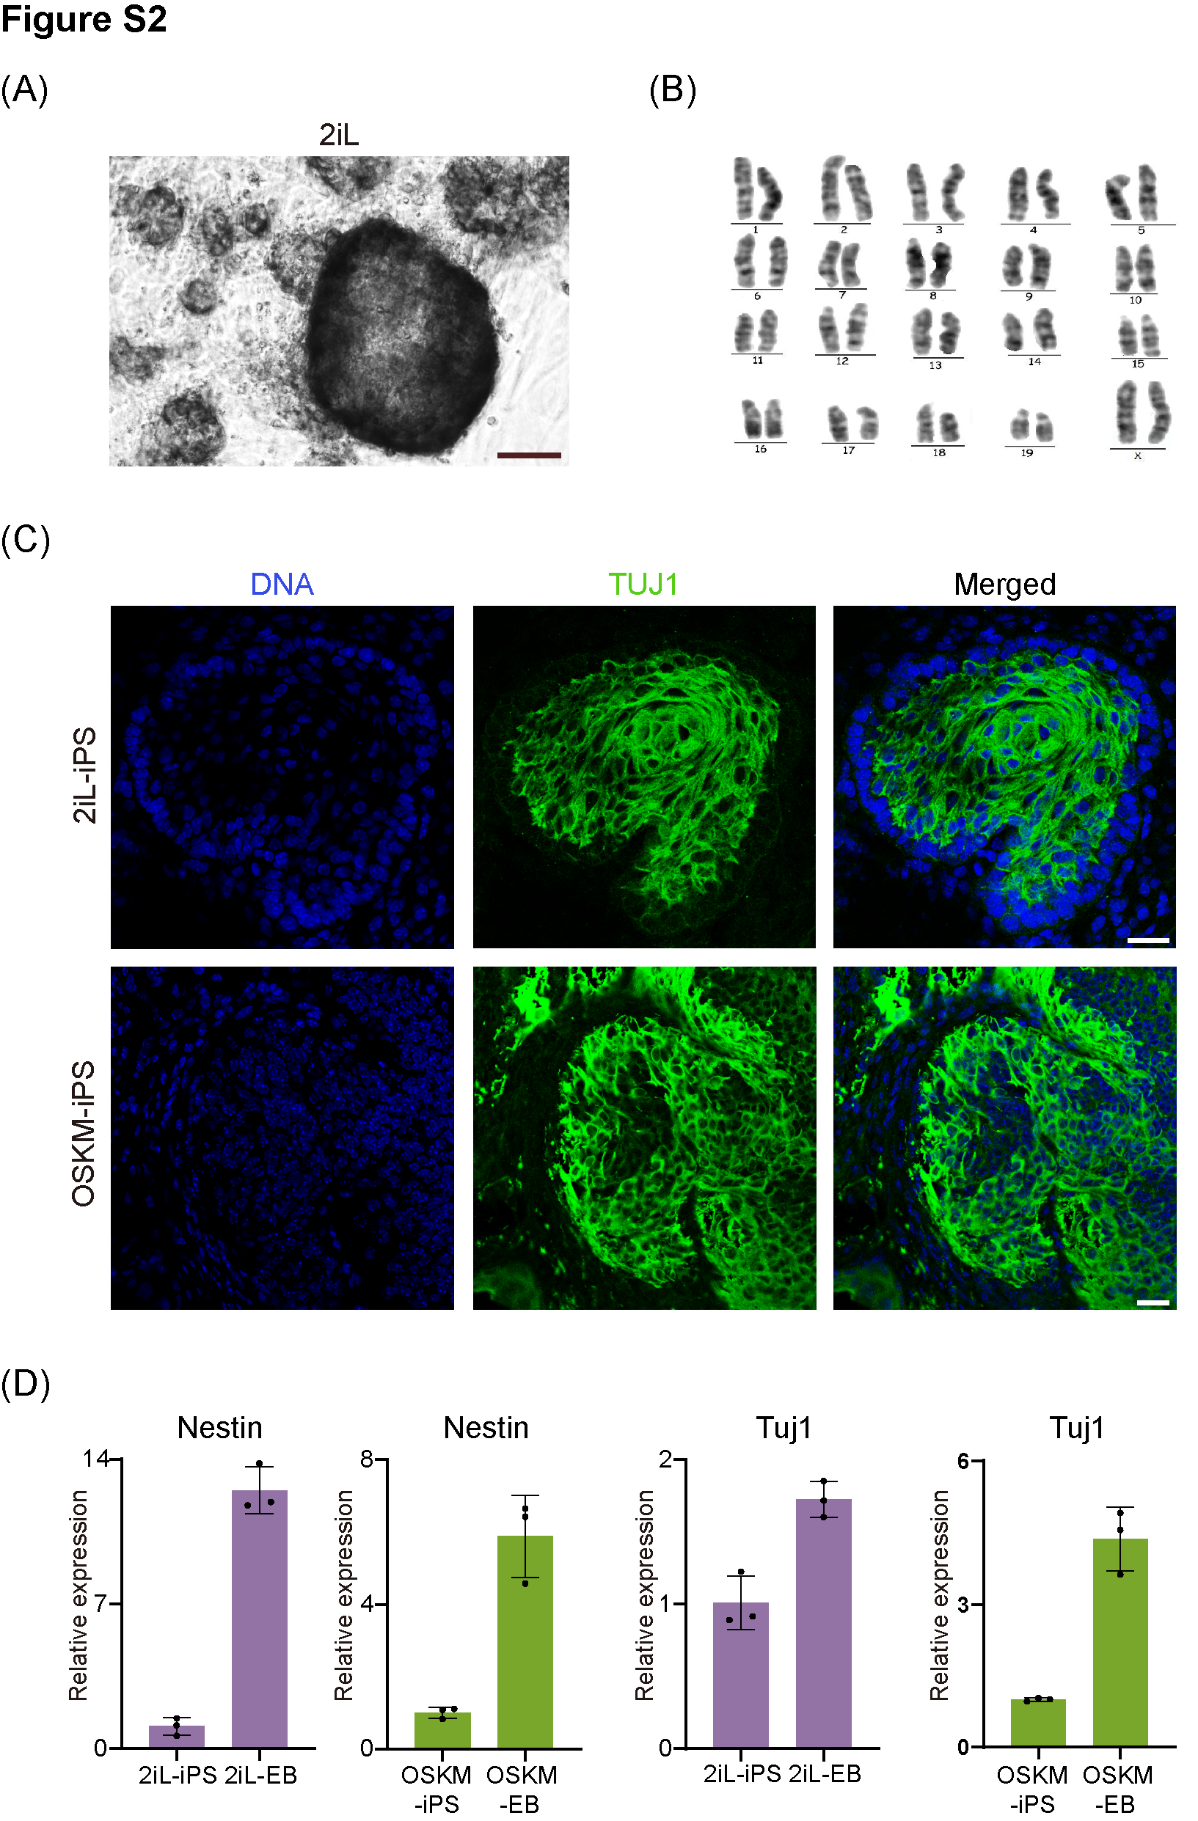

**Figure S2. Induction and maintenance of iPSCs via OSKM expression, Related to Figure 2.** (A) AP staining of 2iL-iPSCs. Scale bar, 75 μm. (B) Karyotype analysis of OSKM-iPS-24 cell line. (C) Immunostaining for neural marker TUJ1 of teratomas derived from OSKM-iPSCs and 2iL-iPSCs, respectively. DNA was stained with Hoechst 33342. Scale bar, 25 μm. (D) Relative expression levels of neural marker genes measured by realtime quantitative PCR in embryoid body cells (day 12) derived from 2iL-iPSCs and OSKM-iPSCs. 2iL-EB represented embryoid body cells derived from 2iL-iPSCs, and OSKM-EB represented embryoid body cells derived from OSKM-iPSCs.

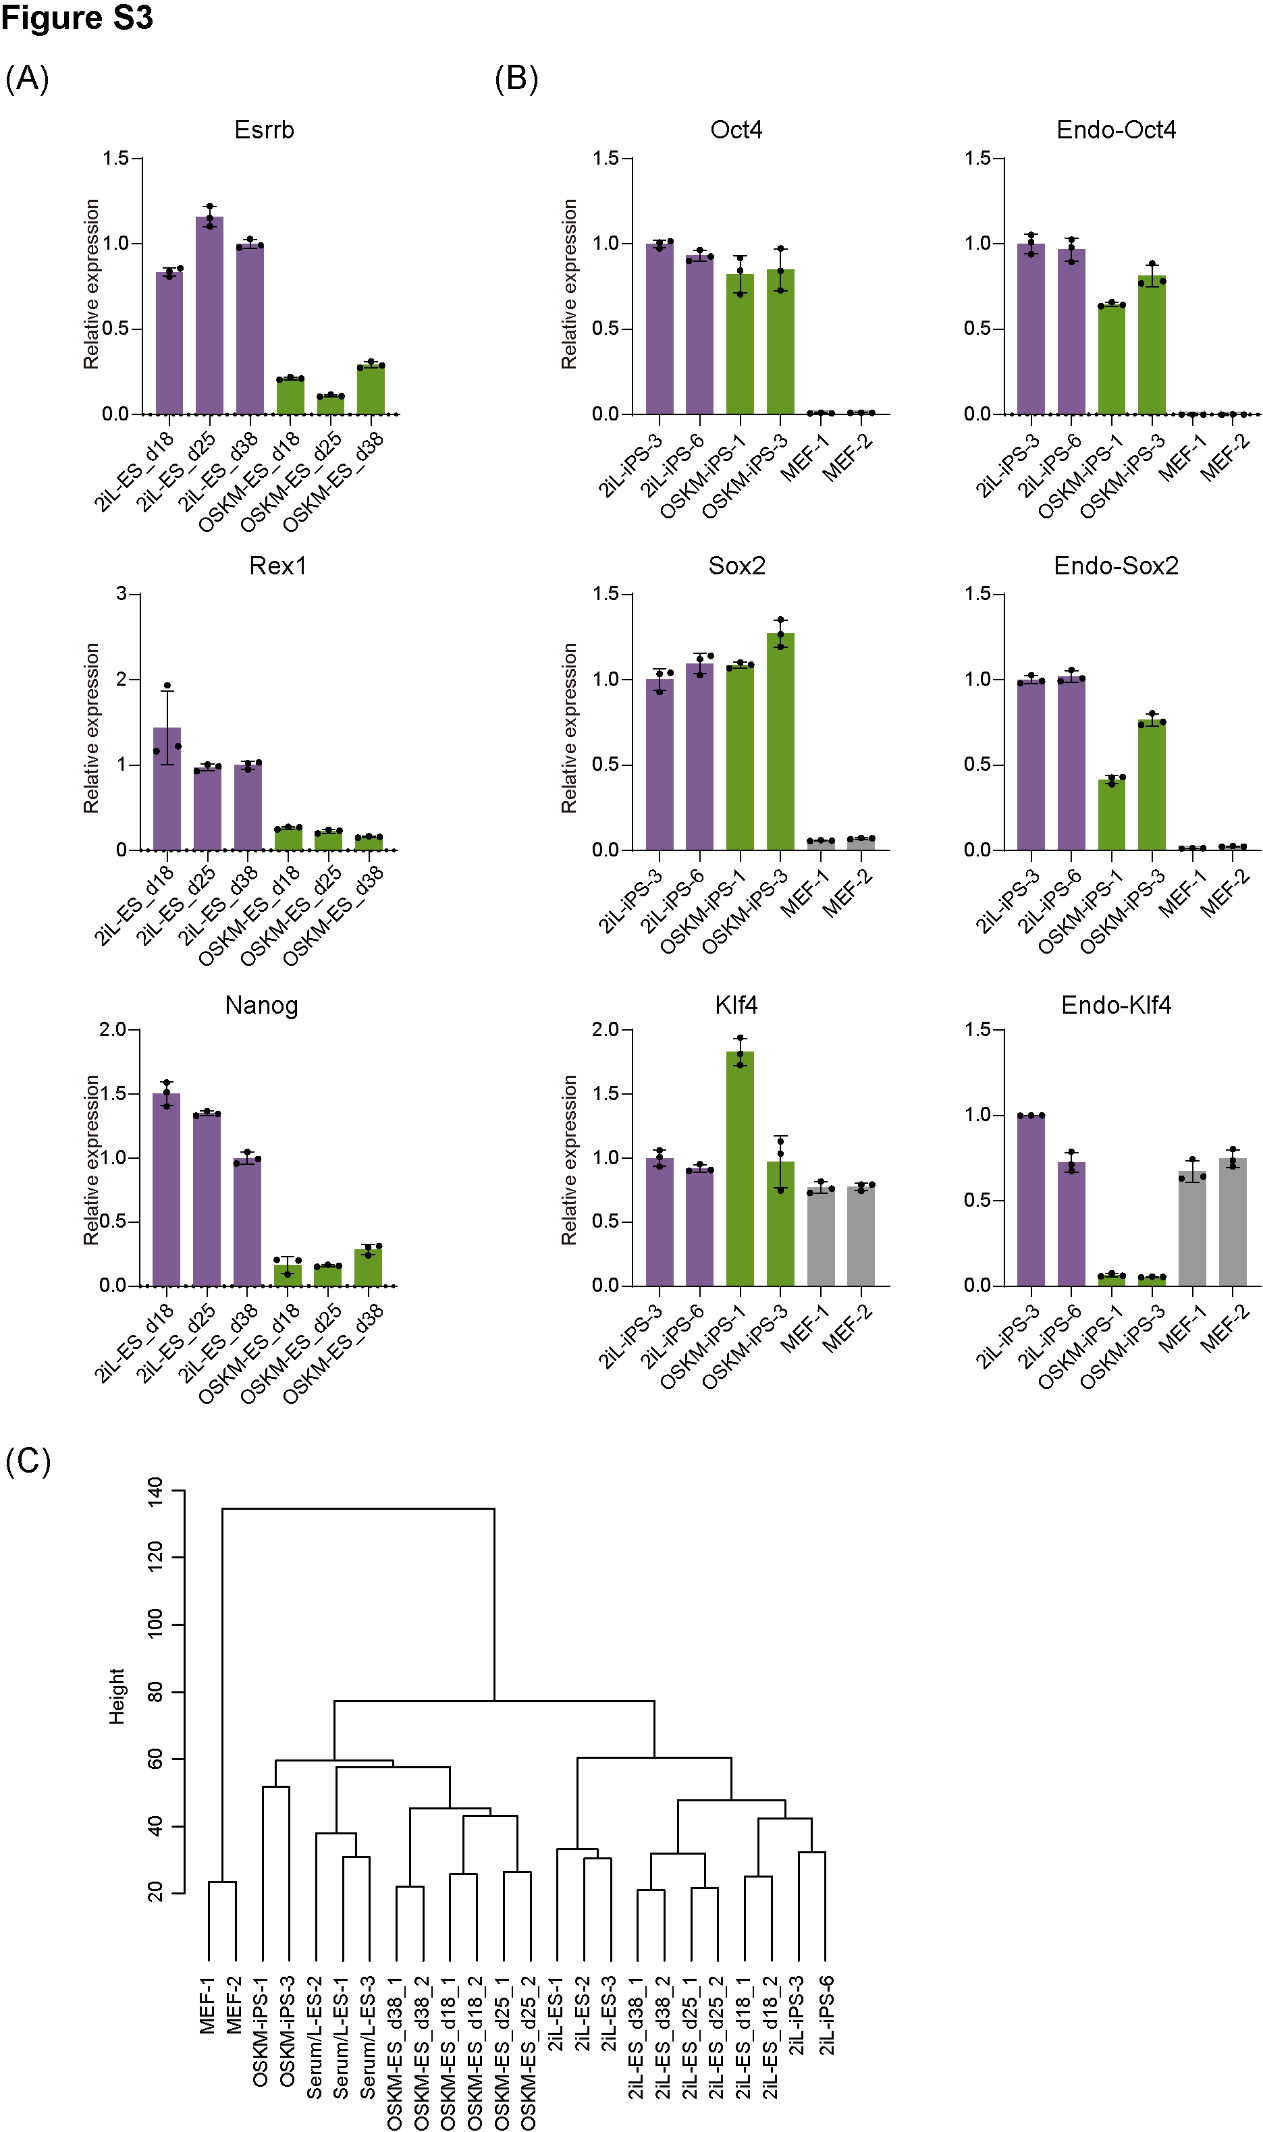

**Figure S3. Gene expression profiles of OSKM-PSCs, Related to Figure 3.** (A) Realtime quantitative PCR analysis of expression levels of *Esrrb*, *Rex1* and *Nanog* in 2iL-ESCs and OSKM-ESCs collected at day 18, 25, and 38; *n* = 3. (B) Realtime quantitative PCR analysis of expression levels of *Oct4*, *Sox2*, *Klf4*, endogenous *Oct4*, endogenous *Sox2* and endogenous *Klf4* in OSKM-iPSCs and MEF cells; Endo represented endogenous; *n* = 3. (C) Hierarchical clustering analysis of the gene expression of all related samples. Y axis represented the Euclidean distances among all samples.

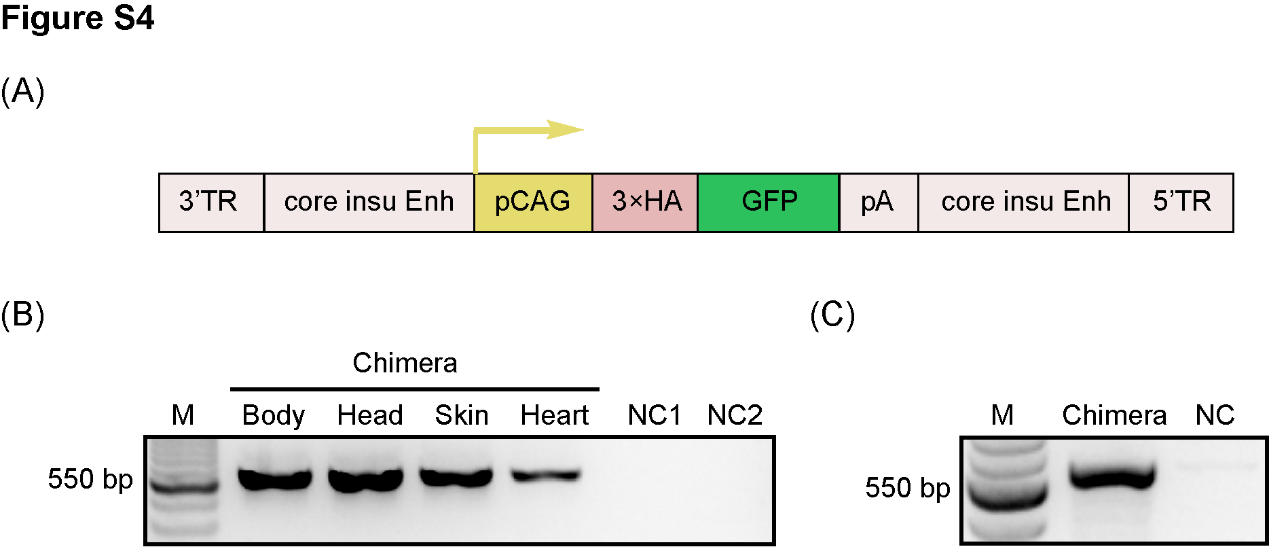

**Figure S4**. **Incorporation of OSKM-iPSCs into embryo with germline-competence, Related to Figure 4.** (A) Schematic of plasmid PB-CAG-GFP; core insu Enh represented core insulation enhancer, pCAG meant CAG promoter, pA represented polyA. (B) Genotyping PCR of different tissues of chimeric embryo in Figure 4C. The body, head, skin, and heart tissues were tested. NC meant negative control. (C) Genotyping PCR of tail tips in chimera mouse in Figure 4E. NC meant negative control.

**Supplementary Tables**

**Table S1. Components of N2B27 medium.**

| **Component** | **Brand, Code** | **Volume** |
| --- | --- | --- |
| DMEM/F12 | Gibco, 12400-024 | 229.2 mL |
| Neurobasal | Gibco, 21103-049 | 229.2 mL |
| Knockout Serum Replacement (KOSR) | Gibco, 10828028 | 25 mL |
| N2 | Gibco, 17502-048 | 2.5 mL |
| B27 | Gibco, 17504-044 | 5 mL |
| GlutaMAX | Gibco, 35050-079 | 5 mL |
| β-Mercaptoethanol | Gibco, 21985 | 911 μL |
| 2% Bovine Serum Albumin (BSA) | Sigma-Aldrich, A7906-100G | 625 μL |
| 10 mg/mL Insulin | Roche applied science, 11376497001 | 500 μL |
| Penicillin-Streptomycin | Gibco, 15140-122 | 5 mL |
| **Total** |  | **500 mL** |

**Table S2. Primers for PCR genotyping.**

| **Primer** | **Sequence (5’ to 3’)** |
| --- | --- |
| F | TTGCTCAGCGGTGCTGTCCA |
| R | GCACAGCATTGCGGACATG |

**Table S3. Primers for realtime quantitative PCR.**

| **Primer** | **Sequence (5’ to 3’)** |
| --- | --- |
| mGAPDH-qF | AGGTCGGTGTGAACGGATTTG |
| mGAPDH-qR | TGTAGACCATGTAGTTGAGGTCA |
| Endo-Oct4-qF | ACTGAGGAGGGATTAAAAGCACAAC |
| Endo-Oct4-qR | GCTATCTACTGTGTGTCCCAGTCTT |
| Endo-Sox2-qF | AAATTAACGCAAAAACCGTGATGCC |
| Endo-Sox2-qR | ATAGTCCCCCAAAAAGAAGTCCCAA |
| Endo-Klf4-qF | TCGGACCTACTTATCTGCCTTGC |
| Endo-Klf4-qR | TCAAACCAAAACCCCCAGATTGC |
| mOct4-qF | GCAGATCACTCACATCGCCAAT |
| mOct4-qR | CCTGGGAAAGGTGTCCCTGTAG |
| mNanog-qF | AGGATGAAGTGCAAGCGGTG |
| mNanog-qR | TGCTGAGCCCTTCTGAATCAG |
| mRex1-qF | GAAGAGAGAGGTCACGCAAGAGACG |
| mRex1-qR | TCGATAAGACACCACAGTACACACCG |
| mEsrrb-qF | CTGCAGCTGGTGCGCAGGTA |
| mEsrrb-qR | CCTGGAGCTTCTGCACCGCC |
| mSox2-qF | ACAGATGCAACCGATGCACC |
| mSox2-qR | TGGAGTTGTACTGCAGGGCG |
| mKlf4-qF | GCACACCTGCGAACTCACAC |
| mKlf4-qR | CCGTCCCAGTCACAGTGGTAA |
| mKlf2-qF | CTCAGCGAGCCTATCTTGCC |
| mKlf2-qR | CACGTTGTTTAGGTCCTCATCC |
| mTfcp2l1-qF | CAGCCCGAACACTACAACCAG |
| mTfcp2l1-qR | CAGCCGGATTTCATACGACTG |
| mTfap2c-qF | ATCCCTCACCTCTCCTCTCC |
| mTfap2c-qR | CCAGATGCGAGTAATGGTCGG |
| mNestin-qF | CCCTGAAGTCGAGGAGCTG |
| mNestin-qR | CTGCTGCACCTCTAAGCGA |
| mTuj1-qF | CCCAGCGGCAACTATGTAGG |
| mTuj1-qR | CCAGACCGAACACTGTCCA |

How the deposited data were processed for this re-analysis (not part of the article)

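Gene expression was measured by RNA-Seq in OSKM-ESCs and 2iL-ESCs of days 18, 25 and 38 (2 cultures per day and medium), in 2 clones each of OSKM-iPSCs and 2iL-iPSCs, and in 2 libraries of MEF cells. The authors extracted RNA with TRIzol, aligned the reads to GRCm38 with STAR, kept uniquely mapped reads and ran StringTie. The deposited FPKM values are StringTie's fragments per kilobase of transcript per a fixed number of mapped fragments. The deposited coverage is a signal without normalization, the mean read coverage per base of each gene. The deposited TPM values are the FPKM values rescaled by the authors' StringTie run to a common total per library. A value had failed for 1 gene in each of 2 libraries, which left TPM usable in 16 libraries, and for the other 2 it was recomputed from FPKM. In the 16 libraries, deposited TPM and rescaled FPKM differed by at most 0.003.

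Conditions came from the sample labels and the paper's methods. Same-numbered cultures of one day were treated as pairs only in an alternative, since neither the labels nor the paper's text states a pairing. The clone numbers of iPSCs are not a pairing. No sequencing batch or date is given in the labels or the paper's text, so none was modelled. Depth in reads is unknown. Coverage per unit of FPKM differed little between libraries, from 5.01 to 6.07 with a median of 5.64. Replicates shared no identical values over the genes compared, and the variance between replicates was 3.37 to 49.98 times that of counting noise where a fragment was taken as 300 bases.

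Analyses used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. limma (lmFit, then eBayes with trend) was fitted to log2(FPKM + 1) of genes with an FPKM over 1 in at least 1 library compared, with the 2 groups compared and no others in each fit, and with day as a covariate over all days. P-values were adjusted by the Benjamini-Hochberg method over all genes tested and, for lists, also over the list. Positions, gene lengths and GC content came from the GENCODE M21 annotation of GRCm38, whose coordinates are those in the files. Distances, PCA and complete-linkage clustering used log2(FPKM + 1), centred and not scaled. Gene lists were compared with 10000 random lists matched on mean expression. Tests of overlap were 1-sided and permutation tests 2-sided.

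The calling of genes was tested on simulated data with the replicate spread of each comparison and a log2 change of 2 in 200 of the more highly expressed genes. The iPSC design of 2 against 2 recovered 69% of them with adjusted p-values, with 6 false calls, and 98% at the paper's cutoff, with 310 false calls. At day 38, 99% were recovered with 6 false calls, and 100% with 90 false calls at the paper's cutoff. Over all days, 99.5% were recovered with 0 false calls, and 37 at the paper's cutoff. With no change simulated, 0 genes passed the adjusted cutoff and 309 genes, 97 genes and 40 genes the paper's cutoff in iPSCs, at day 38 and over all days. The simulated data for all days had no difference between days and were fitted without day as a covariate. They therefore do not show how the fit with day performs where the change differs between days.

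The conditions, the comparisons and their tests, the alternatives and the rule for naming genes were set before the data were examined, whereas most tests of explanations, the counts of gene families without a cutoff and the gene lists on single days were added after. The rule names the genes of the paper's figures on these data, the genes of lists of MEK/ERK, WNT and LIF/STAT3 targets and of formative and primed markers, fibroblast, sex-linked and imprinted genes, and the 5 upregulated and 5 downregulated shared genes with the largest changes whose OSKM libraries all lie on one side of the 2iL libraries. The alternatives were a pseudocount of 0.1, other filters on low values, median-ratio scaling, quantile normalization, TPM, limma without trend, a fold criterion on mean log2 values, a single fit of all 9 conditions, the highest of repeated gene identifiers, the pairs described above, and leaving out each replicate. A count without genes of chromosomes 8, 12, X and Y and the ratio of the distance between days to that between replicates as a separate result were added after the data were examined. KEGG pathways, the serum/L-ESCs and the batch step of the paper were not used here.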

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

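All tests of explanations in this part were chosen after the result they concern was seen.

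The change between OSKM-ESCs and 2iL-ESCs differed between days 18, 25 and 38 for 9 of the 12 naïve pluripotency and transgene genes (limma interaction of medium and day, adjusted p under 0.05), as it did for 5319 of 14016 genes. The log2 fold changes of Klf5 spanned a range of 1.16 across the days, those of Tfcp2l1 2.03, Tfap2c 0.98, Zfp42 0.61, Esrrb 1.27 and Nanog 1.42. Among the transgene genes, the range was 0.49 for Pou5f1, 1.55 for Klf4 and 1.25 for Myc. All 6 naïve genes were lower in OSKM-ESCs on each day, so the size of the change moved and not its direction. Klf4 was lower at day 25 (-1.47) and near 0 at day 18 (0.08) and day 38 (-0.02). The range came with its mean FPKM in 2iL-ESCs, which was 30.36, 93.55 and 58.25 on the 3 days, against 33.36, 33.36 and 57.67 in OSKM-ESCs. After quantile normalization, 8 of the 9 genes kept an adjusted p under 0.05, Pou5f1 being the exception, so the scaling of the libraries does not account for most of these ranges. Each day holds both media, so a day-specific batch common to both media is taken out of the change. A batch within one medium on one day cannot be told apart from a change with time in culture, since no batches are given. The changes of Klf5 and Myc moved one way from day 18 to day 38. A steady change with time in culture remains a hypothesis for these 2 of the 9 genes. For Zfp42, the changes of -2.15 at day 18 and -2.14 at day 25 differed by less than their standard errors (0.108 and 0.084). With -2.75 at day 38, a change in one direction is not ruled out for Zfp42 either.

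The change between media also differed between iPSCs and ESCs of day 38 for Nr0b1 (difference of log2 fold changes -1.53, adjusted p 0.016) and Myc (-2.28, adjusted p 0.017), among 482 of 14254 genes. Both genes passed after quantile normalization (2 of 2 genes), which goes against the scaling of the libraries. Transgene and endogenous reads of Myc are pooled and were not separated. Nr0b1 lies on the X chromosome, but clones 1 and 3 of the OSKM-iPSCs, which differed in X-linked expression (below), had alike values of it (FPKM 5.473 and 5.39). The clones and the ESC line differ in origin as well as in cell type, so no biological explanation can be singled out.

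A single culture lay far from the other 5 OSKM-ESC cultures for Klf2 at day 18 (replicate 2, the highest, with a gap of 0.723 of the range) and for Sox2 at day 18 (replicate 1, the lowest, 0.701). With 32 groups tested, 1.6 such results are what chance gives, so 2 are no more than about that number. The depth of the Klf2 culture, at 5.98 coverage per FPKM, was above the 5.21 to 5.92 of the other 5, so the test set for a difference in depth was met. The culture next to it in depth, replicate 1 of the same day at 5.915, had the lowest Klf2 (FPKM 8.845 against 19.61), which goes against depth as the explanation, though it is a single culture. That culture is also the one with low Sox2, where its depth lay within the range of the others. No biological explanation was tested, since replicate cultures share their condition.

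Several genes that the paper does not discuss were above their level in 2iL cells. Xist had a mean FPKM of 1.70 in OSKM-iPSCs, which came from clone 3 (3.01) more than from clone 1 (0.376). Clone 3 listed Kdm5d, Uty, Ddx3y and Eif2s3y, which are Y-linked, at 0, and its X-linked genes lay 0.697 above the autosomes on the log2 scale relative to the 2iL-iPSCs, against 0.193 in clone 1. This is consistent with a clone with 2 active X chromosomes and no Y chromosome, and X-linked genes can therefore differ between the iPSC groups for a reason other than the medium. Of 504 X-linked genes tested in iPSCs, 24.4% were upregulated in OSKM-iPSCs, against 11.5% of all genes. X-linked genes were also upregulated more often in OSKM-ESCs, with 22.1% against 15.3% at day 38 and 19.6% against 13.6% over all days, which clone 3 cannot explain. They were also downregulated more often there (11.9% against 10.0% and 12.9% against 10.5%), whereas in OSKM-iPSCs they were downregulated less often (2.6% against 6.3%), so the 2 patterns differ. A mislabelled sample was not tested, nor was an effect of the sex chromosomes of clone 3 on genes of other chromosomes.

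Of the imprinted genes, Meg3, Rian and Mirg had mean FPKM of 186.0, 323.0 and 29.8 in OSKM-ESCs over all days, and Mirg 17.8 in OSKM-iPSCs. Dlk1 had 6.69 in OSKM-ESCs and 2.15 in OSKM-iPSCs, and H19 13.5 in OSKM-ESCs and 627.0 in OSKM-iPSCs. Cells were grown on MEF feeder cells, and MEF libraries express these genes, so RNA of fibroblasts in the OSKM cultures was tested as a source. The share of fibroblast RNA was estimated from genes with an FPKM of at least 50 in MEF cells and under 1 in 2iL cells, 77 without the collagen, integrin and laminin genes. For H19 in OSKM-ESCs, this share predicted at least 92.5% of the excess in every culture, so RNA of fibroblasts could account for it, but it overshot to 149.8% and 157.8% at day 18 and to 210.9% and 391.9% at day 38, so the estimate is rough. Igf2, the neighbour of H19, is among the 77 genes, and without it the prediction was at least 67.9%. For Dlk1 in OSKM-ESCs the prediction was 128.7% and 85.9% at day 18 and 14.2% to 31.6% later. Dlk1 is itself among the 77 genes. Without it and Igf2, the prediction was 106.5% and 66.9% at day 18 and 9.0% to 25.0% later. For Meg3, Rian and Mirg in OSKM-ESCs the lowest was 0.1% and the highest 7.1%. For Mirg this was fixed in advance, since MEF cells (FPKM 4.421 and 2.728) lie below 2iL-ESCs (means of 5.457 to 8.716), so fibroblast RNA could not raise it. Meg3 and Rian in OSKM-ESCs of day 38 were above MEF cells (159.7 to 180.0 and 174.9 to 212.7). In OSKM-iPSCs, the prediction was 4.6% in clone 1 and 0.1% in clone 3 for Mirg, 32.1% and 0.6% for H19, and 1476.8% and 33.8% for Dlk1. Without Dlk1 and Igf2 in the estimate, that for Dlk1 was 1470.9% and 10.0%. After quantile normalization the smallest of these log2 changes was 0.56, so all kept their direction. Meg3, Rian and Mirg lie on chromosome 12. A chromosome 12 gained in every cell would give a log2 change of 0.58 for a gene expressed from both alleles. Meg3, Rian and Mirg are imprinted, so another value may apply to them. The largest of their changes at day 38 was 2.75. A change in imprinting with medium or time in culture was not tested, and remains a hypothesis for these 3 genes.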

How the results depend on the processing

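Across 119 results, 1237 alternative values were computed. Outside the main results, 873 values, mostly for single genes, kept their direction and side of the threshold. There, 6 became weaker, 6 stronger, 1 moved and 10 reversed. The value that moved was the distance between days of 2iL-ESCs. For the main results, such as counts, correlations and distances, 302 stayed as they were, 37 moved and 2 reversed. Those 2 were odds ratios of the collagen genes. The cause of each change given here was not tested.

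With no filter on low values, 1418 genes were downregulated in OSKM-iPSCs at the paper's cutoff, 3356 genes were upregulated and 2309 downregulated at day 38, and 3244 and 2576 over all days. In iPSCs, 0 genes were upregulated and 0 downregulated with adjusted p-values under this setting, where 2069 and 1418 passed the unadjusted cutoff, and 0 of 8 naïve genes passed. Requiring a mean FPKM over 1 gave 1271 upregulated and 976 downregulated genes over all days. A fold criterion on mean log2 values gave 976 and 809, and 968 and 806 with adjusted p-values. Quantile normalization left 421 upregulated genes in iPSCs with adjusted p-values, and a single fit of all 9 conditions gave 2033 upregulated and 1093 downregulated. Leaving out each ESC culture gave 1816 to 1977 upregulated and 1399 to 1501 downregulated genes over all days. With 2 against 2, leaving out 1 library leaves no test. Without 1 clone, 1373 to 1486 of the genes upregulated in OSKM-iPSCs were still over 2-fold. TPM moved the median log2 change of all genes to 0.119 in iPSCs and 0.146 at day 38. Without genes of chromosomes 8, 12, X and Y, an alternative chosen after the data were seen, 945 and 515 shared genes became 804 and 451.

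The Pearson r of iPSCs was 0.914 over genes with an FPKM over 1 and 0.89 as Spearman's rho, and ran from 0.957 to 0.975 when each clone was left out. At day 38 it was 0.962 with a pseudocount of 0.1, 0.902 over genes with an FPKM over 1, 0.968 for means of log2 values, 0.884 as Spearman's rho, 0.966 with TPM and 0.967 when each culture was left out. Its spread between pairs of cultures was only 0.0004, so small shifts exceeded it. PC1 held 43.0% with genes scaled to unit variance. The distance of OSKM-ESCs to MEF cells over that to 2iL-ESCs was 1.62 with a pseudocount of 0.1 and 1.65 with scaled genes. That pseudocount raised the distance between days of OSKM-ESCs to 110.1 and lowered its ratio to the distance between replicates to 1.46. The ratio ran from 1.62 to 1.83 when each culture was left out. The odds ratio of collagen genes turned from 0.94 to 2.33 with adjusted calls and to 1.36 with a mean FPKM over 1, each resting on few genes.

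The log2 fold change of Pou5f1 over all days, -0.01, was 0.08 with quantile normalization, 0.03 with TPM and -0.06 to 0.02 when each culture was left out. That of Klf4 at day 38, -0.02, was 0.03 with quantile normalization and 0.05 with TPM. The unknown read depth limits statements on genes of low FPKM, for which no interval is given.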

Differences from the paper's values

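The paper gives 1235 upregulated genes in OSKM-ESCs, whereas 2006 were found at day 38 and 1910 over all days. The paper's text does not name the day, and the counts of 1376 at day 25 and 1885 at day 18 lie within and beyond 1.5 times of the paper's, so the difference depends on the day taken. Of the alternatives set before the data were examined, a mean FPKM over 1 (1582), quantile normalization (1683) and a fold criterion on mean log2 values (1375) came within 1.5 times of the paper's count at day 38, and the others did not. Over all days, this held for a mean FPKM over 1 (1271), quantile normalization (1767), the pair fit (1852), the fold criterion on mean log2 values (976) and leaving out a replicate of 2iL-ESCs of day 18 (1826 and 1835), replicate 2 of 2iL-ESCs of day 38 (1850) or a replicate of OSKM-ESCs of day 38 (1820 and 1816), and for no other. Leaving out the genes of chromosomes 8, 12, X and Y, chosen after the values were seen, gave 1736 at day 38 and 1657 over all days, also within 1.5 times.

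For genes downregulated in both comparisons, the paper gives 308 and 515 were found. A mean FPKM over 1 (417) and the fold criterion on mean log2 values (401) came within 1.5 times, and the other alternatives set before the data were examined did not. Leaving out the genes of the 4 chromosomes, chosen after the values were seen, gave 451. The paper's downregulated genes in OSKM-ESCs were about 750 in Fig. 3E, read by eye, against 1318 at day 38, and those in OSKM-iPSCs about 480 in Fig. 3E, read by eye, against 864. A mean FPKM over 1 (1004 and 699) and the fold criterion on mean log2 values (893 and 681) came within 1.5 times, and no other did.

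The Pearson r of OSKM-ESCs and 2iL-ESCs of day 38 was 0.968, and the paper's is about 0.97 in Fig. 3B, read by eye. The difference exceeds the spread between pairs of cultures, but the figure gives r to 2 decimals, at which the values are equal. None of the alternatives set before the data were examined gave a value closer than that spread.

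The paper states that naïve pluripotency genes were lower in OSKM-iPSCs than in 2iL-iPSCs and higher than in somatic cells. Of the genes in its heatmap, Tfap2c had a log2 fold change of 0.54 between OSKM-iPSCs and 2iL-iPSCs, and Klf5 one of -0.91 between OSKM-iPSCs and MEF cells (adjusted p 0.039). The heatmap of Fig. 3G also shows Tfap2c no lower in OSKM-iPSCs and Klf5 no higher than in MEF cells. The paper reports focal adhesion and proteoglycan pathways among the shared upregulated genes. Those pathways were not tested here, so no difference from the paper can be drawn. Of 34 collagen, integrin and laminin genes counted instead, 3 were among the shared genes against 2.6 expected. Without a cutoff, means were higher in both comparisons for 13 of 14 collagen, 6 of 12 integrin and 3 of 8 laminin genes.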

Other observations

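Apart from the splits of the samples, gene length and GC content, and the shifts of whole chromosomes, the tests in this part were chosen after the result they concern was seen.

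Exchanging the media within same-numbered pairs of the 12 ESC cultures divides them into 2 groups of 6 in 32 ways, the real one included, and the others exchange 1 to 5 pairs. The real division gave the most genes, 3378 at the paper's cutoff and 3282 after adjustment, and was the only 1 of the 32 to do so at either cutoff, where the next highest gave 1951 and 53. Depth did not differ between OSKM-ESCs and 2iL-ESCs (exact permutation test of coverage per FPKM, p = 0.807, n = 6 each). Over all days, log2 changes had a Spearman's rho of 0.11 with gene length and of 0.069 with GC content, and in iPSCs of 0.189 and 0.027, across genes.

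Replicate cultures of day 38 were closer to each other than cultures of different days. The SD of replicates of OSKM-ESCs at day 38 was 23.2% of the SD between days, which suggests that p-values at day 38 rest on a smaller spread than that between days. The numbers of genes called at day 38 may partly reflect this. With all days in the fit, the counts were 1910 and 1468.

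The share of fibroblast RNA, estimated from 87 genes, was 5.13% in clone 1 and 0.277% in clone 3 of the OSKM-iPSCs and 0.49% to 1.38% in OSKM-ESCs. The genes disagreed: in clone 1 their single shares had a median of 3.41% and quartiles of 1.44% and 6.75%. Whether the OSKM cells express some of these genes themselves was not tested, so the share is a rough estimate. Col1a1 had an FPKM of 28.1 in clone 1 and 0.114 in clone 3. Taking the estimated share off the OSKM libraries left 96% of the 945 shared upregulated genes over 2-fold. The subtraction could hardly move genes lower in MEF cells than in OSKM-iPSCs. Of the 480 genes higher in MEF cells, 447 stayed over 2-fold. At the estimated share, RNA of fibroblasts could thus not account for most of the shared genes. Igf2 is the exception among the 5 named genes: with Igf2 left out of the estimate, fibroblast RNA came to 93.7% of its excess in clone 1 but 5.1% in clone 3, and to 15.7% to 36.6% in OSKM-ESCs. For Pkdcc, Capn2, Arl4c and Krt8 it was 17.6% or less in each OSKM library. Krt8 and Arl4c had lower mean FPKM in MEF cells (3.08 and 15.72) than in any OSKM library. The same held for Pkdcc (11.57), except in clone 3 (7.898). Low predictions were thus largely fixed in advance, and the test says little for Krt8, Arl4c and Pkdcc. Igf2 weighs on the estimate. With the 77 genes that exclude collagens, integrins and laminins, leaving Igf2 out lowered the share of clone 3 from 0.293% to 0.0902%. Of the 3 collagen, integrin and laminin genes among the shared genes, 100% stayed over 2-fold, but the subtraction could hardly move Col18a1 and Itga3, which were lower in MEF cells (17.78 and 14.08) than in OSKM-iPSCs (117.3 and 48.68), so it adds little. These families were not enriched (3 genes against 2.6 expected, 1-sided Fisher's exact test across genes, p = 0.48). As many were found in 61.01% of random lists matched on gene length and in 7157 of 10000 lists matched on expression, so there was no enrichment for gene length to explain.

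Y-linked genes were lower in OSKM-ESCs than in 2iL-ESCs. Kdm5d, Uty, Ddx3y and Eif2s3y stood at 1.8% to 21.6% of their 2iL-ESC values on the same day. Reads shared with X-linked copies would leave the sum of each pair of genes unchanged, whereas the sums ran from 62.0% to 132.3%. Where the X copy makes up nearly all of a sum, as with Ddx3x at 225.9 and Ddx3y at 12.11 in 2iL-ESCs of day 18, its own change decides the result, so the sums say little about sharing of reads. The sums of Uty and Kdm6a, where the Y-linked gene counts for more, were 75.1% to 84.0%. A part of the cells without a Y chromosome would lower all 4 genes alike. At day 18 their shares were close, at 15.8%, 16.0%, 12.5% and 12.3%, in line with that. At day 38 they differed by 8.67 times, between Kdm5d (1.8%, an FPKM of 0.07335 and so uncertain) and Uty (15.6%), and Ddx3y (3.0%) and Eif2s3y (4.9%) also lay below Uty. Neither explanation met its test on every day, and the cause is open.

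Among autosomes, the largest shift between OSKM-ESCs and 2iL-ESCs over all days was that of chromosome 8, at -0.255 (log2, median of its genes against the autosomes), and in iPSCs that of chromosome 17, at -0.089. Chromosome 8 was higher in the 6 libraries of 2iL-ESCs (0.30 to 0.371 above 2iL-iPSCs) than in OSKM-ESCs (0.015 to 0.172). Of 4 equal parts by gene position, the one that shifted least did so by 91.4% of the whole, and 0.01% of random lists matched on length, GC content and expression, the smallest share possible with 10000 lists, went as far. A chromosome 8 gained in a part of the 2iL-ESCs is a candidate explanation. Karyotypes were not examined here. Chromosome 12 was higher in OSKM-ESCs of day 38 (0.291), again beyond matched lists (0.01%), but the part that shifted least did so by 46.5% of the whole, under the 50% set for an evenly gained chromosome, so that explanation was not met. Chromosomes were chosen for their shifts, which makes these hypotheses.

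Target genes of the signals removed with 2i and LIF were compared with random lists. LIF/STAT3 targets had a lower median in OSKM cells (log2 change -0.54 in iPSCs and -0.92 at day 38). The less extreme of the 2 stood at percentile 0.03, the direction that withdrawal of LIF would give. Of the 11 genes, 8 were lower and 3 higher in iPSCs, and 7 were lower and 4 higher at day 38. At day 38, 6 of the lower and 3 of the higher genes had an adjusted p under 0.05 (limma). Some genes of this list are also among the naïve, transgene or most changed genes named above. Formative and primed markers were higher (0.95 and 1.89, percentile 99.98). The list pools both kinds of marker, so it cannot separate a shift toward the formative state from one toward the primed state. MEK/ERK targets were higher at day 38 (1.66) and over all days (1.71, percentile 100.0 in both) but reached percentile 94.45 in iPSCs, below the 95 set for the test. That result depends on the setting, as a pseudocount of 0.1 gave percentile 96.56 and quantile normalization 98.03 in iPSCs. WNT targets were lower in iPSCs (-0.29, percentile 4.24) and higher at day 38 (0.57, percentile 99.48), so withdrawal of the GSK3 inhibitor could not account for both. The rise was seen at day 38, as the median was -0.19 at day 18 (percentile 8.12), 0.04 at day 25 (74.77) and 0.06 over all days (56.65). Axin2, Sp5, Cdx1 and Notum were lower in OSKM-ESCs at days 18 and 25, and of these only Notum was at day 38. At day 38, T had an FPKM of 196.2 and Cdx2 25.4 in OSKM-ESCs, genes singled out after their values were seen.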
